# Talaporfin Sodium as a Clinically Translatable Radiosensitizer in Radiodynamic Therapy

**DOI:** 10.3390/biom15121748

**Published:** 2025-12-18

**Authors:** Junko Takahashi, Junkoh Yamamoto, Kohei Suzuki, Shohei Nagasaka, Kaizhen Yang, Haobo Zhao, Teppei Yamaoka

**Keywords:** radiodynamic therapy (RDT), radiotherapy, photodynamic therapy (PDT), talaporfin sodium, mono-L-aspartyl chlorin e6 (NPe6), pancreatic cancer, RNA-seq

## Abstract

Talaporfin sodium (mono-L-aspartyl chlorin e6; NPe6), a second-generation photosensitizer, is clinically used in photodynamic therapy (PDT). It accumulates preferentially in tumors and exhibits deep tissue penetration, rapid systemic clearance, and minimal photosensitivity. However, treatment of deep-seated malignancies remains challenging. Here, we demonstrate that talaporfin sodium undergoes physicochemical reactions with X-rays to generate reactive oxygen species, a mechanism analogous to that of 5-aminolevulinic acid (5-ALA)-induced protoporphyrin IX in radiodynamic therapy (RDT). To evaluate its therapeutic efficacy, we employed a pancreatic cancer xenograft model using MIA PaCa-2 cells in mice. Talaporfin sodium was administered intravenously 2 h before X-ray exposure, followed by fractionated X-ray irradiation (3 Gy daily for 3 consecutive days). Talaporfin-mediated RDT significantly inhibited tumor growth compared with radiation therapy alone. Furthermore, an exploratory RNA-seq analysis of xenografts revealed transcriptional signatures of stress and immune activation, suggesting that talaporfin-mediated RDT enhances oxidative and immunogenic responses within the tumor microenvironment. These findings highlight the potential of talaporfin sodium as a clinically translatable radiosensitizer for RDT, offering a promising strategy for the treatment of deep-seated cancers such as pancreatic carcinoma.

## 1. Introduction

Radiotherapy (RT) is one of the standard modalities for the treatment of various malignant tumors, along with surgery and chemotherapy. It provides effective local tumor control and is minimally invasive. However, several challenges remain in achieving optimal therapeutic outcomes. A major limitation is that adequate radiation doses cannot always be delivered to tumors located adjacent to critical normal tissues or organs at risk, owing to the need to prevent radiation-induced injury to healthy structures [1]. Furthermore, highly infiltrative or radioresistant tumors often respond poorly to RT alone, resulting in insufficient tumor control and frequent local recurrence [2,3]. These limitations underscore the need for novel strategies to enhance the therapeutic efficacy of RT without increasing toxicity to surrounding normal tissues.

To overcome these issues, radiosensitization therapies have been investigated as a means to enhance the biological effects of radiation. Among them, radiodynamic therapy (RDT), which combines ionizing radiation with photosensitizing agents traditionally used in photodynamic therapy (PDT), has recently attracted attention [4,5,6,7]. In RDT, radiosensitizers are activated by radiation instead of light, generating reactive oxygen species (ROS) that induce cytotoxicity in tumor cells. This mechanism is of particular interest because it may be effective even under hypoxic conditions, which are known to reduce radiation efficacy [8].

Currently, 5-aminolevulinic acid (5-ALA) is one of the most widely used photosensitizers in clinical practice, particularly for photodynamic diagnosis (PDD) of malignant gliomas and other brain tumors. Owing to the well-established knowledge of its preferential accumulation in malignant gliomas, 5-ALA-based RDT has been the focus of active preclinical and clinical investigations [9,10].

While numerous compounds have been screened for their potential as agents in RDT, a comprehensive understanding of the physicochemical and radiochemical processes responsible for radiosensitization is still lacking [11]. Furthermore, it is not yet established whether all photosensitizers currently used in PDT can be effectively translated to RDT, since their interactions with ionizing radiation may differ in terms of excitation mechanisms, reactive species generation, and radiochemical stability.

Talaporfin sodium (mono-L-aspartyl chlorin e6; NPe6, hereafter referred to as talaporfin), a second-generation photosensitizer, exhibits strong photodynamic efficacy with a high singlet oxygen quantum yield [12,13], together with favorable tumor selectivity and rapid clearance from normal tissues [14,15]. In Japan, talaporfin (commercially available as Laserphyrin*^®^*) has been clinically approved for PDT in patients with centrally located early-stage squamous-cell lung carcinoma and for the treatment of primary malignant brain tumors [16,17,18]. Given its favorable photochemical characteristics, tumor selectivity, and established clinical use, talaporfin represents a promising candidate as a radiosensitizer for RDT. In this study, we investigated the therapeutic efficacy and molecular mechanisms of talaporfin-mediated RDT, focusing on its potential to enhance radiation-induced oxidative stress and antitumor immune responses. Our findings provide new insight into the development of clinically translatable radiosensitization strategies for deep-seated or radioresistant malignancies.

## 2. Materials and Methods

### 2.1. Materials

Talaporfin (generic name: talaporfin sodium; trade name: Laserphyrin; chemical name: mono-L-aspartyl chlorin e6 (NPe6), (+)-tetrasodium (2S,3S)-18-carboxylato-20-[N-(S)-1,2-dicarboxylatoethyl]carbamoylmethyl-13-ethyl-3,7,12,17-tetramethyl-8-vinylchlorin-2-propanoate; molecular formula: C_38_H_37_N_5_Na_4_O_9_; molecular weight: 799.69) was provided by Meiji Seika Pharma Co., Ltd. (Tokyo, Japan). 3′-(p-Aminophenyl) fluorescein (APF) was purchased from Goryo Chemical (Sapporo, Japan). Dihydroethidium (DHE), methanol, Dulbecco’s modified Eagle’s medium (DMEM), PBS buffer, penicillin, streptomycin and crystal violet were purchased from Fujifilm Wako Industries Ltd. (Osaka, Japan). Lyso-Tracker Green, Mito-Tracker Green, and Hoechst^®^ 33342 were purchased from Thermo Fisher Scientific (Waltham, MA, USA).

### 2.2. X-Ray Irradiation

X-ray irradiation was performed using an MBR-1520R-4 irradiator (Hitachi Power Solutions, Hitachi, Japan) at 150 kV and 20 mA with added filtration of 0.5 mm Al and 0.1 mm Cu. The dose rate was 1.0 Gy/min at the sample stage.

### 2.3. Evaluation of ROS Production

To assess the formation of hydroxyl radicals (^•^OH), APF was employed as the fluorescent probe [19]. Fluorescence was recorded using a Synergy H1 plate reader (Agilent Technologies, Santa Clara, CA, USA) with excitation at 490 nm and emission at 515 nm. Reaction mixtures were prepared in black 96-well plates to a final volume of 100 µL, containing talaporfin at 0, 0.03, 0.1, or 0.3 µM, APF at 5 µM, and PBS buffer. All experimental steps involving talaporfin were conducted under dark conditions to eliminate any unintended photodynamic activation. The prepared reaction mixtures were then irradiated at 0, 3, 5, or 10 Gy followed by fluorescence measurement. Superoxide radicals (O2^•−^) were detected using DHE as the fluorescent probe [20]. Fluorescence was measured with excitation at 485 nm and emission at 610 nm. Reaction mixtures were prepared in the same manner as for ^•^OH detection, except that APF (5 µM) was replaced with DHE at 50 µM.

### 2.4. Cell Culture

MIA PaCa-2 human pancreatic cancer cells and U-251 MG glioblastoma cells (U-251 MG-Luc) were obtained from the Japanese Collection of Research Bioresources (Osaka, Japan). The cell lines were cultured in DMEM supplemented with 10% FBS in a 5% CO_2_ humidified incubator at 37 °C. The medium was supplemented with 100 units/mL of penicillin and 100 μg/mL of streptomycin.

### 2.5. Clonogenic Assay

Cells were incubated in complete medium supplemented with 0, 3, 10, or 30 μg/mL talaporfin for 4 h under dark conditions, followed by washing with PBS. Afterward, the medium was replaced with fresh culture medium, and the cells were irradiated at a rate of 1 Gy/min. Following exposure to 0, 2, 4, or 6 Gy of X-ray irradiation, the cells were transferred into 25-cm^2^ flasks at a density of 1000 cells per flask and maintained at 37 °C in a 5% CO_2_ atmosphere. Cell survival was assessed using a clonogenic assay. Colonies were fixed and stained with 2% crystal violet in methanol after a minimum of 14 days of incubation. Only colonies consisting of more than 50 cells were counted as viable.

### 2.6. Imaging of the Intracellular Localization of Talaporfin

The subcellular localization of Talaporfin in conjunction with the fluorescence signals from organelle-specific probes, was visualized. Cells were seeded in glass-bottom culture dishes (35 mm in diameter) at a density of 2 × 10^5^ cells/well density. Subsequently, Talaporfin was added to the culture medium to a final concentration of 30 μg/mL and incubated for 3.5 h in the dark. Cells were then stained for 30 min with LysoTracker Green (50 nM), MitoTracker Green (100 nM), and Hoechst 33342 (1 μg/mL), respectively. After staining, the cells were washed twice with PBS. Images were acquired using a laser scanning confocal microscope FV3000 (Olympus Corporation, Tokyo, Japan) equipped with a 100× oil-immersion objective. Talaporfin fluorescence was excited at 405 nm and emission was collected between 650 and 750 nm. Mitochondria and lysosomes were visualized using organelle-specific fluorescent dyes excited at 488 nm with emission collection between 500 and 600 nm, while the nuclear stain was excited at 405 nm with emission collected between 450 and 550 nm. No ROS-sensitive probes were used in these imaging experiments.

### 2.7. In Vivo Evaluation of Talaporfin-Mediated RDT in Tumor-Bearing MIA PaCa-2 Xenografts

Human pancreatic cancer MIA PaCa-2 were used to generate subcutaneous xenografts. Six-week-old female nBALB/c nu/nu mice (Charles River Laboratories Japan, Inc., Yokohama, Japan) were anesthetized, and 2.0 × 10^6^ MIA PaCa-2 cells were injected subcutaneously. Mice were maintained under a controlled conventional environment at 25 ± 1 °C, 50 ± 10% humidity, and a 12 h light/dark cycle, with free access to standard chow and water. Paper bedding and environmental enrichment were provided. Tumor volume before treatment initiation was kept below approximately 400 mm^3^, in compliance with the institutional humane endpoint of 1000 mm^3^. This pre-treatment volume was chosen because it provides sufficient tumor mass to allow reliable assessment of treatment-induced regression while remaining well within ethical limits. After tumor volume reached approximately 400 mm^3^, mice were divided into four groups to ensure tumor volume uniformity: (1) NT, control group (n = 4); (2) TS, talaporfin (10 mg/kg, i.v.) only (n = 4); (3) XT, X-ray irradiation only (total dose, 9 Gy; 3 Gy once daily for three consecutive days) (n = 7); (4) TS-XT, talaporfin (10 mg/kg, i.v.) administered 2 h before each irradiation (n = 9). For X-ray exposure, each mouse was placed in a plastic restrainer designed with an opening positioned above the tumor region. A collimated X-ray beam was directed to a 20 × 20 mm irradiation field centered on the tumor, ensuring full coverage of the entire tumor mass. Mice in the X-ray treatment groups received talaporfin (10 mg/kg, i.v.) diluted in PBS 2 h before each irradiation. Mice without X-ray irradiation received an equivalent volume of PBS (vehicle control). To exclude any photodynamic effect, all mice—including vehicle controls—were maintained under light-shielded conditions for at least 24 h after intravenous administration. Tumor volume was estimated weekly from caliper measurements using the formula: volume = (shortest diameter)^2^ × (longest diameter) × 0.5. Body weight and tumor dimensions were monitored and recorded at weekly intervals following cell implantation. Mice were sacrificed 25 days after the last X-ray irradiation. Mice in NT and TS groups, which did not receive radiation, were euthanized approximately 17 days after last irradiation because their tumor volumes continued to increase. The tumors were weighed using an electronic balance, immediately immersed in RNAlater (Qiagen, Hilden, Germany), and stored at −80 °C until RNA extraction. The number of animals per group was determined based on preliminary data to ensure statistical robustness and reproducibility while adhering to the 3Rs principle. All animal procedures were reviewed and approved by the Animal Experimentation Committee of the University of Occupational and Environmental Health, Japan (Approval No. AE11-02).

### 2.8. RNA-Seq

#### 2.8.1. RNA-Seq Data Acquisition

Total RNA was extracted from xenograft tumors using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA; RIN > 7.0). Poly(A)-enriched libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA). Libraries were quantified, pooled, and sequenced on an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA) to generate paired-end 150 bp reads (approximately 6 Gb per sample, ~20 million read pairs).

#### 2.8.2. RNA-seq Data Processing and Differential Expression Analysis

Raw sequencing reads were subjected to quality control using FastQC v0.11.9 (Babraham Bioinformatics, Cambridge, UK), followed by adapter and quality trimming with Trim Galore v0.6.10 (Babraham Bioinformatics, Cambridge, UK). Transcript quantification was performed using Salmon v1.10.1 (COMBINE-lab, University of Maryland, College Park, MD, USA) in quasi-mapping mode against both the human (GENCODE release 42, GRCh38.p13) and mouse (GENCODE release M35, GRCm39) transcriptome references. TPM (Transcripts Per Million) and NumReads values were obtained from the Salmon output (quant.sf files). Transcript-level abundances were summarized to gene-level expression values using tximport v1.30.0 (Bioconductor project) in R v4.3.2 (R Foundation for Statistical Computing, Vienna, Austria). All analyses were performed using default parameters unless otherwise specified. The false discovery rate (FDR) was calculated using the limma package v3.58.1 (Bioconductor project). Genes with unadjusted *p* < 0.01 (Student’s *t*-test) were selected for exploratory functional analyses, including Gene Ontology (GO) enrichment and pathway grouping. The proportion of mouse-derived reads was defined as the mouse read fraction, which represents the degree of host RNA admixture in each xenograft sample. Gene symbols follow the official nomenclature for each species: HGNC for human genes and MGI for mouse genes.

#### 2.8.3. Data Availability

RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE312155.

### 2.9. Statistics

Group-level statistical differences were evaluated using a one-way ANOVA. The assumption of equal variances was examined with Bartlett’s test. If homogeneity of variance was confirmed (*p* ≥ 0.05), post hoc analyses were conducted using Tukey’s honestly significant difference test. In cases where variances were not uniform (*p* < 0.05), the Games–Howell test was employed. Statistical significance was defined as *p* < 0.05. Relationships between gene expression profiles were quantified using Pearson correlation coefficients.

## 3. Results

### 3.1. Talaporfin Enhances ROS Generation upon X-Ray Irradiation

To confirm that the interaction between talaporfin and X-rays generates ROS, ROS production was evaluated using two fluorescence probes, APF and DHE, which primarily detect hydroxyl radicals (^•^OH) and superoxide anions (O_2_^•−^), respectively, although they may also respond to other ROS.

As shown in Figure 1, the fluorescence intensities of APF and DHE increased with X-ray dose in the presence of talaporfin. Although the relationship between fluorescence intensity and talaporfin concentration was not strictly proportional, the overall trend suggests that talaporfin facilitates ROS generation upon X-ray irradiation.

### 3.2. Talaporfin Enhanced Cellular Responses to X-Ray Irradiation

The combined effects of talaporfin and ionizing radiation on the human pancreatic cell line MIA PaCa-2 and the human glioblastoma cell line U-251 MG were examined in vitro using a clonogenic assay (Figure 2). Both cell lines were incubated with talaporfin for 4 h prior to irradiation. Error bars on the survival curves indicate the standard deviation derived from four independent experiments. The results showed that X-ray irradiation suppressed the growth of both cell lines in a dose-dependent manner, and talaporfin further enhanced this inhibitory effect. To quantitatively evaluate this radiosensitizing effect, dose enhancement factors at 10% survival (DEF_0_._1_) were calculated from the dose–response curves, where DEF is defined as the ratio of doses producing the same survival fraction in the absence and presence of talaporfin. In MIA PaCa-2 cells, the DEF_0_._1_ values were 1.13, 1.20, and 1.29 at 3, 10, and 30 µg/mL talaporfin, respectively. In U-251 MG cells, the corresponding DEF_0_._1_ values were 1.04, 1.41, and 1.57. These findings suggest that talaporfin potentiates radiation-induced cytotoxicity in both cell lines.

### 3.3. Intracellular Localization of Talaporphyrin In Vitro

To determine the intracellular localization of talaporfin, cells were co-stained with probes for lysosomes, mitochondria, and nuclei. In the images stained with organelle probes, talaporfin fluorescence appeared in red, whereas the lysosomal, mitochondrial, and nuclear probes were visualized in green; overlapping signals appeared yellow in the merged images, indicating that talaporfin was predominantly localized within lysosomes. However, the overlap was not complete, suggesting that a fraction of talaporfin was present outside lysosomes. In contrast, little to no colocalization was observed with mitochondrial or nuclear markers (Figure 3).

### 3.4. Talaporfin Enhanced Tumor Response to X-Ray Irradiation In Vivo

To evaluate the therapeutic efficacy of talaporfin-mediated RDT, a tumor-bearing mouse model was established by subcutaneous implantation of MIA PaCa-2 (pancreatic cancer) cells into BALB/c nu/nu mice. When the tumor volume reached approximately 400 mm^3^, talaporfin (10 mg/kg) was intravenously administered via the tail vein two hours before each irradiation. Mice were irradiated with 3 Gy per day for three consecutive days, for a total dose of 9 Gy.

Figure 4 shows changes in tumor volume over time (A), body weight (B), and tumor weight at necropsy (C). The observation period was 25 days after the last irradiation. In the NT (no treatment) and TS (talaporfin alone) groups, tumor volumes continuously increased, and mice were euthanized 17 days after the last irradiation upon reaching the humane endpoint (~1000 mm^3^). In the XT (X-rays alone) group, tumor growth was moderately suppressed, whereas in the TS-XT (talaporfin + X-rays) group, tumor growth was markedly inhibited, with some tumors showing regression (Figure 4A). Both the XT and TS-XT groups exhibited a transient decrease in body weight following irradiation; however, body weight subsequently recovered, and no significant difference was observed among the groups (Figure 4B). At the end of the experiment, the mean tumor weights were as follows: NT, 305.9 ± 95.4 mg; TS, 307.9 ± 79.7 mg; XT, 103.9 ± 33.8 mg; and TS-XT, 28.4 ± 21.7 mg. These results demonstrate that combined treatment with talaporfin and X-ray irradiation significantly enhanced tumor growth suppression compared with either treatment alone, indicating a radiosensitizing effect of talaporfin under X-ray exposure (Figure 4C).

### 3.5. Talaporfin-Mediated RDT Induced Transcriptomic Changes in Tumors

Comprehensive gene expression profiling was performed on tumor tissues collected 25 days after the last X-ray irradiation. RNA-seq analyses were conducted for NT, TS, XT, and TS + XT groups. 

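The tumors were xenografts of MIA PaCa-2, a human pancreatic cancer cell line, grown under the skin of nude mice, so each RNA sample held human (tumor) and mouse (host) transcripts. The groups were untreated (NT), talaporfin sodium at 10 mg/kg (TS), X-rays at 3 Gy per day on 3 days (XT) and the combination (TS + XT), with 3 tumors per group and 12 libraries in all. The paper's methods place collection at 25 days after the last irradiation for XT and TS + XT and at about 17 days for NT and TS, whereas the sample labels give 25 days for all 12 tumors. The paper's days are used here, and the day of collection cannot be separated from irradiation. The labels also differ from the paper in the number of implanted cells, and they name both an intraperitoneal route of injection and the intravenous route of the paper. The authors quantified the reads with Salmon against human and mouse transcripts and summed them to genes. The deposited human table holds TPM rounded to whole numbers for 38367 genes, and the deposited mouse table holds unrounded TPM for 35478 genes. The values of each library sum to between 999455 and 999611 over the human genes and between 999427.5 and 999925.4 over the mouse genes, so they carry no sequencing depth. The depth that the paper reports ranged from 14649186 to 15478986 human reads in NT (median 15046807), from 15651081 to 19227210 in TS (median 17728354), from 13986300 to 17221493 in XT (median 16711338) and from 4981933 to 15627560 in TS + XT (median 12929650). Its mouse reads ranged from 6635831 to 7992317 in NT (median 7497437), from 6786295 to 7719592 in TS (median 6905185), from 6610512 to 9379099 in XT (median 8601562) and from 6784275 to 17188433 in TS + XT (median 10336294). Rounding removes most of the resolution of human genes with values of a few TPM, and a gene listed at 0 can have had a value below 0.5.

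For each comparison, log2(TPM + 1) was fitted with limma's moderated test with a mean-variance trend, using the 3 libraries of each group and the genes with a mean of at least 0.1 over the 12 libraries, which were 15613 human and 17254 mouse genes. The test, the filter, the gene sets and the rule for which genes are named were set before the data were examined. A fold change on this scale understates the change of low genes. Of the human genes, 34087 (88.8%) were matched to names in GENCODE release 44 on GRCh38, which is later than the release the authors used. Mouse genes were named only from Supplementary Tables S3 and S4. On simulated data with 200 changed genes, this test recovered 95.5% of them in the human table, and 27.9% of its calls were false. Rounding leaves some human genes with equal values within each group, and with such genes left out, 99.5% of the changed genes were recovered and 3.9% of the calls were false. In the simulated mouse table the test recovered 100% and 3.4% of its calls were false. All simulated genes had the same spread on the log scale before rounding. Only genes well above the filter were changed, all by the same factor up or down. No simulated library stood apart from its group, so these shares need not hold for the real groups. Leaving out the genes with no spread was chosen after seeing the data, so both counts are given.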

Three biological replicates per group were selected for RNA-seq analysis, ensuring representative tumor morphology and volume within each group. Quality control of RNA-seq data revealed that most samples contained 26–40% mouse-derived reads, consistent with the expected level of stromal contribution in xenografts (Table 1). One TS + XT sample exhibited a markedly higher mouse read fraction (77.5%), likely reflecting host tissue admixture associated with extensive tumor regression.

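The share of mouse reads was not computed here, because TPM is scaled separately within each species. In the human table, the TS + XT library with the highest mouse fraction in the paper (TS + XT-3) listed 10982 genes at 1 TPM or more, and the other 11 libraries listed between 13323 and 14210. Its 10 highest human genes held 24.7% of its total, against 11.2% to 17.6% in the other libraries. In the mouse table it listed 11159 genes at 1 TPM or more, and the other libraries between 12025 and 13765.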

Pearson’s correlation coefficients were calculated from normalized expression values across all 12 RNA-seq datasets for both human- and mouse-derived reads. A color-coded pairwise correlation matrix for each species is shown in Supplementary Figure S1, where the color intensity indicates the strength of the correlation (red, high; blue, low). The correlation heatmaps demonstrated strong intra-group reproducibility among biological replicates and a progressive decrease in inter-group correlations from NT and TS to XT and TS + XT. This trend indicated distinct transcriptional reprogramming induced by radiation and the radiosensitizer. 

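Pearson's r was computed between all pairs of the 12 libraries on the deposited TPM over all genes of each table. For human genes, the mean r was 0.863 between libraries of the same group and 0.87 between libraries of different groups. The difference was compared with that in all 15400 ways to divide the libraries into 4 groups of 3 (one-sided exact permutation test, p = 0.6351). For mouse genes, the means were 0.871 and 0.861 (one-sided exact permutation test, p = 0.2247). On log2(TPM + 1), the human means were 0.964 within and 0.962 between groups (one-sided exact permutation test, p = 0.074), and the mouse means were 0.95 and 0.948 (one-sided exact permutation test, p = 0.3044). These permutations ignore that equally numbered mouse libraries of NT and XT, and of TS and XT, deviated together from their group means. In the 576 ways that keep each number once in every group, a test chosen after seeing the data, p was 0.2031 on TPM and 0.2378 on log2(TPM + 1) for mouse genes and 0.6163 and 0.0885 for human genes (one-sided exact permutation tests). With all 12 libraries, none of these tests separated the groups beyond the spread between libraries.

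The mean r of the human genes with the NT libraries was 0.961 for TS, 0.957 for XT and 0.801 for TS + XT, with SDs over the 3 libraries of 0.024, 0.016 and 0.263. Without TS + XT-3, the mean r of TS + XT with NT was 0.953, within the spread of TS and XT. For mouse genes, the mean r with NT was 0.973 for TS, 0.929 for XT and 0.797 for TS + XT (SDs 0.008, 0.048 and 0.234), and the last became 0.93 without TS + XT-3. The human difference between same-group and different-group pairs changed from -0.0063 to 0.0439 without TS + XT-1, 0.0396 without TS + XT-2 and 0.0007 without TS + XT-3 (one-sided exact permutation tests, p = 0.089, 0.1089 and 0.4208). The mouse difference of 0.0096 became 0.0679 without TS + XT-2 (one-sided exact permutation test, p = 0.013) and lay between -0.0101 and 0.0373 with any other library left out.

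**Figure D1:**
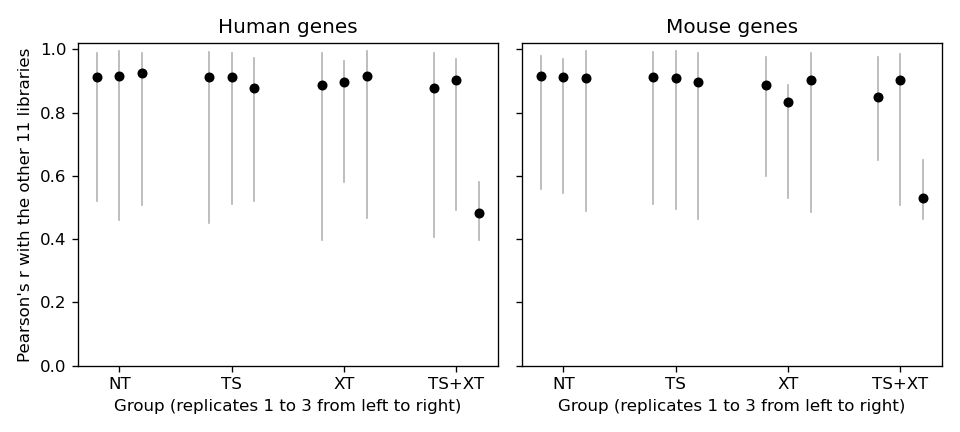
Pearson's r of each library with the other 11 libraries on the deposited TPM, for human genes (left) and mouse genes (right). Points are the mean r of 1 library, gray lines run from its lowest to its highest r, and the libraries are grouped by treatment with replicates 1 to 3 from left to right. TS + XT-3 has a mean r of 0.484 for human genes and 0.53 for mouse genes, and every other library has a mean r of at least 0.835.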

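TS + XT-3 correlated with the other 2 TS + XT libraries at r between 0.407 and 0.493 for human genes, whereas TS + XT-1 and TS + XT-2 correlated with each other at 0.927. For mouse genes the pair without TS + XT-3 had an r of 0.835. On log2(TPM + 1), where high genes weigh less, the mean r of TS + XT-3 with the other 11 libraries was 0.869 for human genes and 0.859 for mouse genes, and every other library had a mean of at least 0.941.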

One TS + XT sample exhibited a relatively lower correlation with the other replicates, consistent with its high mouse RNA admixture due to extensive tumor regression. These results confirmed the reliability and biological consistency of the RNA-seq dataset, supporting subsequent differential expression and functional enrichment analyses.

Although differential expression analysis was initially performed using false discovery rate (FDR)-adjusted criteria, only a limited number of genes were identified as significantly altered between groups. This restricted detection was likely attributable to biological heterogeneity, including the influence of mouse RNA admixture in the TS + XT group. 

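With Benjamini-Hochberg adjustment at 0.05, limma called 36 human genes between TS + XT and NT (3 higher and 33 lower in TS + XT), 25 between XT and NT, 46 between TS and NT, and 0 between TS + XT and XT, where 135 genes had an unadjusted p under 0.05. All 36 genes of TS + XT against NT, all 25 of XT against NT and 44 of the 46 of TS against NT were genes whose rounded values were equal within both groups. With such genes left out, an alternative chosen after seeing the data, the counts were 0, 1, 1 and 0, and 320, 346, 714 and 195 genes had an unadjusted p under 0.05. The count of 36 also became 0 when genes with a mean under 1 were left out, although 214 genes had an unadjusted p under 0.05. With 1 library left out, the count was between 67 and 162 for TS + XT against NT (highest without TS + XT-1), between 58 and 111 for XT against NT (highest without XT-1) and between 96 and 119 for TS against NT (highest without NT-1). In simulated NT and TS groups without any change, human fits with 1 library left out called between 130 and 155 genes. The count of 0 for TS + XT against XT became 67 without XT-2, 114 without TS + XT-1 and 46 without TS + XT-3.

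In the mouse table, 0 genes were called between TS + XT and NT, 0 between XT and NT and 1 between TS and NT, and 311, 216 and 730 genes had an unadjusted p under 0.05. Between TS + XT and XT the count was also 0, and 0.945% of the genes tested had an unadjusted p under 0.05. The mouse count of TS against NT became 6 without NT-2 and 0 without NT-1, TS-1 or TS-2, where 642, 1034 and 676 genes had an unadjusted p under 0.05, and the others stayed at 0 with each library left out.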

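When the paper's mouse percentage of each library was added as a covariate in a fit of all 12 libraries, limma called 0 human genes between TS + XT and NT after adjustment, and 287 had an unadjusted p under 0.05. Without the covariate, the fit of all 12 libraries also called 0, with 1566 genes at an unadjusted p under 0.05. Leaving out TS + XT-3 from the comparison of TS + XT with NT gave 77 human genes (35 higher and 42 lower). Fits with 1 library left out called between 130 and 155 genes in simulated NT and TS groups without any change. That range need not hold for TS + XT. In the mouse table the same omission gave 0 genes after adjustment and 363 at an unadjusted p under 0.05. Median log2 fold changes over a table cover only its better-expressed genes, which passed a higher minimum mean and numbered 9529 in the human table. For human genes this median was -0.65 with all 3 TS + XT libraries, -0.10 without TS + XT-3 and -0.08 with the covariate.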

To further interpret transcriptomic alterations associated with TS + XT-induced tumor regression, genes showing nominal *p*  <  0.01 differences between NT and TS + XT were categorized by biological function for both human- and mouse-derived reads. 

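At an unadjusted p under 0.01, limma gave 66 human genes between TS + XT and NT (12 higher and 54 lower), where a uniform p would give 156 of 15613 genes. Of the 66, 37 had equal values within both groups. The counts were 95 between XT and NT, 203 between TS and NT and 46 between TS + XT and XT. For mouse genes, the counts were 47 between TS + XT and NT (15 higher and 32 lower), 32, 113 and 25 in the same order, where a uniform p would give 173. The excess of lower genes depended on the fit, since with the mouse percentage as a covariate 29 human genes were higher and 17 lower, and 24 mouse genes were higher and 16 lower. In simulated NT and TS groups without any change, 1.47% of the human genes had such a p. With genes of no spread left out, TS against NT gave 142, where a uniform p would give 150. With median-of-ratios scaling the mouse split of XT against NT moved from 23 higher and 9 lower to 17 and 19, and that of TS against NT from 43 and 70 to 62 and 63. The 3 TS + XT values lay entirely above or below the 3 NT values for 1438 human genes (9.2%) and 1380 mouse genes (8.0%), where chance gives 10% of genes without ties. With the tied values of these libraries chance gives 6.09% of the human and 9.25% of the mouse genes, and the difference from these shares was not tested.

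Leaving out 1 library moved the human count of TS + XT against NT to between 100 and 395 and the mouse count to between 46 and 563, both highest without TS + XT-1. The paper's own per-gene test on the deposited values, without moderation or log scale, gave 37 human genes (10 higher and 27 lower) and 54 mouse genes (10 higher and 44 lower). Median-of-ratios scaling between libraries moved the median log2 fold change of the better-expressed human genes to -0.07. That of the better-expressed mouse genes moved from -0.30 to -0.03, so changes below are also compared with these medians.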

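The ratio of the mean TPM in TS + XT to that in NT was computed for every gene of Supplementary Tables S1 to S4. For the mouse tables, all 8 genes of Table S3 and all 47 of Table S4 had the listed ratio and p to the printed digits. For the human tables, 2 of the 14 genes of Table S1 and 2 of the 70 genes of Table S2 matched in both, and 2 and 11 matched in the ratio alone. In Table S1, 2 genes were listed at 0 in all NT and TS + XT libraries and 1 in all NT libraries. In Table S2, 26 genes were listed at 0 in all 6 libraries. Every human ratio that could be computed, for 11 genes of Table S1 and 44 of Table S2, differed from the listed one by no more than rounding to whole numbers allows, a check that was chosen after seeing the ratios.

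The median ratio was 2.00 over the 11 genes of Table S1, 0.297 over the 44 of Table S2, 1.73 over the 8 of Table S3 and 0.161 over the 47 of Table S4. For the genes of Table S2, the median ratio was 0.438 in TS + XT-1, 0.388 in TS + XT-2 and 0 in TS + XT-3. For those of Table S4, it was 0.258, 0.211 and 0.0295. Leaving out TS + XT-3 gave medians of 0.410 for Table S2 and 0.232 for Table S4. These genes were selected by the paper on the same libraries, so their ratios are not independent of the selection.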

The categorized gene lists are summarized in Table 2, and the complete gene lists for each category are provided in Supplementary Tables S1–S4.

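Whole sets of genes were also tested between TS + XT and NT with limma's camera at a preset inter-gene correlation of 0.01. The proteasome set, taken by symbol, held 52 human entries, of which 6 were pseudogenes and 2 (PSMC3IP and PSME3IP1) are named as interacting proteins. It had a median log2 fold change of -0.18 (22 higher, 29 lower and 1 unchanged), above the median over the better-expressed genes, and limma's camera gave an adjusted p = 3.28e-05 toward higher values. Relative to zero, their direction depended on the scaling, since the median became 0.47 with median-of-ratios scaling (42 higher and 10 lower) and 0.12 without TS + XT-3. For the 44 genes left without these, an alternative chosen after seeing the data, the median was -0.24 (18 higher and 26 lower) and limma's camera gave an adjusted p = 0.000483, within a range of 3.72e-08 to 0.00103 over all alternatives under camera. The 13 chemokine genes had a median of 0.51 (9 higher, 3 lower and 1 unchanged, or 11 higher and 2 lower with median-of-ratios scaling), and limma's camera gave an adjusted p = 6.97e-07. With 1 library left out, the chemokine median ranged from 0.17 (7 higher and 6 lower, without TS + XT-2) to 0.67 (11 higher and 2 lower, without NT-1). Under limma's fry, which tests a set against no change and not against the other genes, neither set was called, nor was any other. The adjusted p under fry was 0.971 for the proteasome and 0.678 for the chemokines. Since fry asks a different question, it neither upholds nor overturns the camera calls. In the proteasome set 0 genes had a p under 0.05 when adjusted over the list alone or over all genes, and 0 had an unadjusted p under 0.05. In the chemokine set these counts were 0, 0 and 2.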

In human (tumor) cells, upregulated genes were mainly associated with proteostasis, DNA repair, and immune activation. 

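PSMD13 (ENSG00000185627), a proteasome subunit on chromosome 11 from 236966 to 252984 (GRCh38, GENCODE release 44), had 148 ± 4.62 TPM in TS + XT and 127 ± 3.61 in NT (SD, n = 3 each). Its log2 fold change was 0.22 (standard error 0.174, adjusted p = 0.591 from limma). PSMC4, listed under ENSG00000281221, which release 44 does not place on a chromosome, had 107 ± 5.69 and 85.3 ± 4.93 TPM, a log2 fold change of 0.32 (standard error 0.186, limma adjusted p = 0.591). AKR1A1 (ENSG00000117448), an aldo-keto reductase on chromosome 1 from 45550543 to 45570049, had 107 ± 6.66 and 85.7 ± 0.577 TPM, a log2 fold change of 0.31 (standard error 0.184, limma adjusted p = 0.591). For each of these genes, all 3 TS + XT values exceeded all 3 NT values (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). XT alone gave 157 ± 37.9 TPM for PSMD13 and 119 ± 39.6 for PSMC4, so for these genes TS + XT lay within the spread of XT, and 87.3 ± 11.5 TPM for AKR1A1. With each library left out in turn, the log2 fold change of PSMD13 stayed between 0.19 and 0.24. The scaling moved these values more, and with median-of-ratios scaling they were 0.88 for PSMD13, 0.98 for PSMC4 and 0.97 for AKR1A1.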

Increased expression of *PSMD13*, *PSMC4*, and *AKR1A1* indicates enhanced protein quality control and oxidative stress defense. 

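CXCL1 (ENSG00000163739), a chemokine gene on chromosome 4 from 73869393 to 73871308 (GRCh38), had 55.7 ± 8.39 TPM in TS + XT and 20.7 ± 9.87 in NT (SD, n = 3 each), a log2 fold change of 1.47 (standard error 0.382, adjusted p = 0.591 from limma). TS alone gave 40.3 ± 25.9 TPM and XT alone 33.3 ± 20.5. CXCL2 (ENSG00000081041), on the same chromosome from 74097040 to 74099196, had 19.0 ± 1.73 and 9.67 ± 2.08 TPM in TS + XT and NT, a log2 fold change of 0.92 (standard error 0.299, limma adjusted p = 0.591). In XT, CXCL2 was listed at 22, 5 and 9 TPM. PRIMPOL (ENSG00000164306), from 184649667 to 184694963 on chromosome 4, had 8.33 ± 0.577 and 6.67 ± 0.577 TPM, a log2 fold change of 0.29 (standard error 0.307, limma adjusted p = 0.622), and 9.67 ± 1.15 TPM in XT. For all of these genes the 3 TS + XT values lay above the 3 NT values (two-sided exact permutation test, p = 0.1, the smallest possible), and the log2 fold changes with median-of-ratios scaling were 2.12, 1.55 and 0.89. MICA appears in the table under more than 1 identifier. The identifier of Supplementary Table S1 was listed at 0 in all 3 NT and all 3 TS + XT libraries and at 1, 0 and 1 TPM in TS, and the other held 1, 1 and 3 TPM in NT and 2, 1 and 0 in TS + XT.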

The replication stress gene *PRIMPOL* and inflammatory mediators *CXCL1*, *CXCL2*, and *MICA* were also induced, reflecting activation of DNA repair and immune pathways. Conversely, genes involved in mitochondrial metabolism and developmental transcription were suppressed. 

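The set of the nuclear-encoded respiratory chain, taken by symbol, held 99 human entries, of which 13 were pseudogenes. It had a median log2 fold change of -0.21 between TS + XT and NT (31 higher, 66 lower and 2 unchanged), above the median over the better-expressed genes. Camera (limma) gave an adjusted p = 0.00126 toward higher values relative to the other genes. Against no change, limma's fry gave an adjusted p = 0.706 and so made no call. The direction depended on the scaling and on 1 library, because the median was 0.41 with median-of-ratios scaling (77 higher, 20 lower and 2 unchanged) and 0.06 without TS + XT-3. Without TS + XT-2, limma's camera gave an adjusted p = 0.422, and the range over all alternatives under camera was 6.69e-08 to 0.422. For the 86 entries left without the pseudogenes, an alternative chosen after seeing the data, the median was -0.25 (22 higher, 63 lower and 1 unchanged) and limma's camera gave an adjusted p = 0.0246. Within the set, 0 genes passed 0.05 when adjusted over the list alone or over all genes and 1 had an unadjusted p under 0.05.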

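DMGDH (ENSG00000132837), on chromosome 5 from 78997564 to 79236038 (GRCh38), was listed at 1, 1 and 1 TPM in NT and at 0 in all 3 TS + XT libraries (adjusted p = 0.0479 from limma). It is 1 of the genes with no spread within the groups, whose limma calls included many false ones on simulated data, and its limma adjusted p was 0.605 without the filter on low genes and ranged from 0.00032 to 1 over the alternatives. COQ3, on chromosome 6 from 99369401 to 99394195, had 9.33 ± 0.577 TPM in TS + XT and 12.3 ± 0.577 in NT (SD, n = 3 each), with all TS + XT values below all NT values (two-sided exact permutation test, p = 0.1). Its log2 fold change of -0.37 (standard error 0.281, limma adjusted p = 0.591) lay above the median over the better-expressed genes and became 0.25 with median-of-ratios scaling. SATB1, on chromosome 3 from 18345377 to 18445621, had 9.00 ± 1.00 and 17.0 ± 2.00 TPM, a log2 fold change of -0.85 (standard error 0.287, limma adjusted p = 0.591) that became -0.23 with median-of-ratios scaling. HOXD12, on chromosome 2 from 176099795 to 176102489, was listed at 0, 1 and 1 TPM in NT and at 0 in the other 9 libraries (limma adjusted p = 0.591, and 0.0262 to 1 over the alternatives). The lowest was reached without NT-1, where HOXD12 was 0, so that no spread was left. ATP23 (chromosome 12, from 57906039 to 57959148) and TBR1 (chromosome 2, from 161416297 to 161425870) were listed at 0 in all 12 libraries, so no ratio could be computed from the rounded values.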

Downregulation of *DMGDH*, *ATP23*, and *COQ3* suggests reduced oxidative phosphorylation, while loss of *TBR1*, *HOXD12*, and *SATB1* points to repression of stemness- and differentiation-related programs. Cytoskeletal components such as *MTCL1* and *DNAH1* were also decreased, implying attenuated cellular motility.

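MTCL1, on chromosome 18 from 8705556 to 8832778 (GRCh38), had 3.67 ± 1.53 TPM in TS + XT and 11.7 ± 1.53 in NT (SD, n = 3 each), a log2 fold change of -1.49 (standard error 0.405, adjusted p = 0.591 from limma). The 3 TS + XT values were all below the 3 NT values (two-sided exact permutation test, p = 0.1), and XT alone gave 7.67 ± 5.69 TPM. DNAH1, on chromosome 3 from 52316319 to 52400492, was listed at 1, 1 and 2 TPM in NT and at 1, 0 and 0 in TS + XT, a log2 fold change of -0.86 (standard error 0.353, limma adjusted p = 0.591). These values overlap (two-sided exact permutation test, p = 0.3). Median-of-ratios scaling gave a log2 fold change of -0.96 for MTCL1 and -0.81 for DNAH1.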

In mouse tissues, the integrated stress response was prominently activated. 

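In the mouse table, Gstp1 had 255 ± 24.0 TPM in TS + XT and 183 ± 9.15 in NT (SD, n = 3 each), a log2 fold change of 0.47 (standard error 0.273, adjusted p = 0.78 from limma). Ddit3 had 35.0 ± 5.90 and 19.0 ± 1.11 TPM, a log2 fold change of 0.84 (standard error 0.298, limma adjusted p = 0.78), and 29.5 ± 14.0 in XT. Slc39a3 had 6.38 ± 0.694 and 3.95 ± 0.139 TPM, a log2 fold change of 0.57. Rbks had 8.83 ± 0.396 and 7.23 ± 0.171 TPM, a log2 fold change of 0.26. Enho had 11.0 ± 1.87 and 3.98 ± 0.562 TPM, a log2 fold change of 1.26 (standard error 0.364, limma adjusted p = 0.78), with 6.39 ± 1.38 in TS and 7.12 ± 0.678 in XT. The 3 TS + XT values exceeded the 3 NT values for all of these genes (two-sided exact permutation test, p = 0.1 for each, the smallest possible), and none passed limma's adjustment over all genes. Median-of-ratios scaling gave log2 fold changes from 0.55 for Rbks to 1.54 for Enho.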

Upregulation of *Gstp1*, *Slc39a3*, and *Ddit3* denotes engagement of oxidative and ER stress pathways, accompanied by metabolic reprogramming marked by *Rbks* and *Enho*. In contrast, angiogenic and DNA repair regulators—including *Spon2*, *Sema3a*, *Myh10*, *Setd1a*, and *Msh6*—were downregulated, along with mitochondrial energy genes such as *Ndufs1* and *Vma21*.

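Spon2 had 0.341 ± 0.175 TPM in TS + XT and 2.66 ± 0.630 in NT (SD, n = 3 each), a log2 fold change of -1.45 (standard error 0.266, adjusted p = 0.78 from limma), and TS alone gave 2.76 ± 2.92 TPM. Setd1a had 6.43 ± 3.56 and 32.7 ± 7.10 TPM, a log2 fold change of -2.27 (standard error 0.461, limma adjusted p = 0.78). Msh6 had 7.13 ± 3.26 and 22.4 ± 3.24 TPM (log2 fold change -1.60), and Myh10 had 7.92 ± 3.43 and 22.0 ± 2.13 TPM (log2 fold change -1.43). Sema3a was listed at 34.9, 20.2 and 0.103 TPM in the 3 TS + XT libraries and at 79.3 ± 13.3 in NT, a log2 fold change of -3.07 that became -1.53 without TS + XT-3. Ndufs1 had 33.1 ± 5.37 and 67.2 ± 9.49 TPM (log2 fold change -1.01). Vma21 had 10.2 ± 0.787 and 13.0 ± 0.461 TPM (log2 fold change -0.32, close to the median over the better-expressed mouse genes, and -0.02 with median-of-ratios scaling). All 3 TS + XT values lay below all 3 NT values for each of these genes (two-sided exact permutation test, p = 0.1 for each), and none passed limma's adjustment over all genes. Apart from Vma21, the log2 fold changes with median-of-ratios scaling lay between -2.98 for Sema3a and -0.70 for Ndufs1. Over the 6 TS and XT libraries, Setd1a and Sema3a followed the human gene of the same name scaled by the ratio of human to mouse reads (r = 0.83 and 0.94). Reads of human origin can therefore not be excluded for them. This r was 0.46 for Myh10, 0.099 for Vma21 and -0.081 for Msh6, and Spon2 and Ndufs1 were not in this check, which was chosen after seeing the results.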

These transcriptional changes collectively suggest that the host microenvironment underwent suppression of angiogenic and structural pathways, concurrent with activation of stress response signaling. Taken together, both human and mouse transcriptomes exhibited coordinated expression patterns consistent with immunogenic stress induction and stromal reprogramming following combined TS + XT treatment, supporting the observed tumor regression at the phenotypic level.

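Of the 27 human genes that the paper names, 22 were in the fit of TS + XT against NT, and 19 of them could be tested, because MICA, TMEM132B and ZNF471 had the same value in all 6 libraries. Of the 19, 1 (DMGDH) had a limma adjusted p under 0.05 over all genes. The number adjusted over the list alone was 5 among the 19 (CXCL1, DMGDH, H2BC17, MTCL1 and ZNF624) and 1 (DMGDH) among the 22. Of the 19 named mouse genes, 0 passed over all genes, 8 passed when adjusted over the list alone, and 11 had an unadjusted p under 0.05. The paper chose both lists on these libraries, so the counts adjusted over the list alone are not independent evidence. At an unadjusted p under 0.01, limma gave 4 of the named human genes (CXCL1, DMGDH, H2BC17 and ZNF624) and 4 of the named mouse genes (Adam11, Msh6, Setd1a and Spon2). The paper's own per-gene test, without moderation or log scale, gave 12 human and all 19 mouse genes at that level.

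The genes with the largest changes among those called were taken by a fixed rule. The human ones were all at 0 to 2 TPM. H2BC12L was listed at 0 in every NT and at 1 TPM in every TS + XT library (limma adjusted p = 0.0479), and its limma adjusted p was 0.0712, 0.0696 and 0.0955 without NT-1, NT-2 and NT-3, and 0.00032 to 1 over all alternatives. IGKV1OR2-108 was listed at 2 TPM in every NT and at 0 in every TS + XT library, and ANKRD24 and PALMD went from 1 TPM to 0, with the same limma adjusted p as H2BC12L. In the mouse table no gene passed the adjustment, and genes with an unadjusted p under 0.01 were taken instead. Gm4202 was listed at 37.3, 63.1 and 78.6 TPM in NT and at 0 in all TS + XT libraries (limma adjusted p = 0.119, and 0.0236 to 1 over the alternatives). It is the gene that passed 0.05 with a pseudocount of 0.1, with genes of a mean under 1 left out, or with genes of no spread left out. ENSMUSG00000097327 was listed at 0 in NT and at 4.93, 15.7 and 6.30 TPM in TS + XT (limma adjusted p = 0.78). From the functions of the named genes in both species, the paper proposes that the combined treatment induced immunogenic stress and reprogrammed the stroma, and it relates these patterns to the regression of the tumors.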

## 4. Discussion

Talaporfin is a clinically approved second-generation photosensitizer for PDT in Japan, characterized by its strong singlet oxygen generation and rapid clearance from normal tissues [12,13,14,15,16,17,18]. Although PDT has proven effective in various cancers, its therapeutic application remains constrained by the limited penetration depth of excitation light. This intrinsic limitation has inspired the development of RDT, a conceptually analogous modality in which radiosensitizers are activated by ionizing radiation rather than visible light [4,5,6,7]. Because RDT is driven by radiation rather than photonic excitation, it offers a potential strategy to treat deep-seated malignancies that are otherwise inaccessible to PDT. However, unlike red light, ionizing radiation is accompanied by well-recognized risks, including normal tissue damage and carcinogenic potential, which must be carefully considered when evaluating the clinical applicability of RDT. Recent studies have shown that several photosensitizers can function as efficient radiosensitizers through ROS generation upon X-ray exposure, suggesting a mechanistic continuum between PDT and RDT in terms of molecular excitation and oxidative cytotoxicity [6]. Despite the clinical establishment of talaporfin as a photosensitizer, its radiosensitizing potential has not been systematically evaluated. Thus, exploring whether talaporfin can mediate RDT effects could provide an important translational bridge between PDT and RT.

Among photosensitizers, 5-ALA—induced protoporphyrin IX (PpIX) has been the most extensively studied in RDT contexts. PpIX preferentially accumulates in tumor cells and emits fluorescence upon photoexcitation, enabling intraoperative tumor visualization in PDD [21,22]. Because PpIX predominantly generates singlet oxygen, it also serves as an effective photosensitizer for PDT [23]. In contrast, RDT generates a broader ROS profile, including ^•^OH, reflecting photochemical pathways that differ from those seen when talaporfin is activated by visible light. Although talaporfin PDT is generally dominated by Type II singlet-oxygen formation, Type I processes can also occur, and X-ray irradiation appears to shift this balance toward radical species [8,24]. To our knowledge, this is the first study to assess talaporfin as a potential radiosensitizer and to evaluate the feasibility of talaporfin-mediated RDT. When comparing the photochemical properties of PpIX and talaporfin, the fluorescence quantum yield of PpIX (≈0.08) is higher than that of talaporfin (<0.001), whereas their singlet oxygen quantum yields are comparable (≈0.5–0.8) [12,13,25,26,27]. Both compounds show tumor selectivity, and intracellular accumulation can reach tens to hundreds of micromolar concentrations under comparable conditions [28,29]. However, their physicochemical and subcellular distributions differ markedly: PpIX is poorly soluble and localizes mainly to mitochondria, while talaporfin is water-soluble and predominantly lysosomal [30,31]. These localization and solubility differences likely lead to distinct ROS-mediated signaling and cell death pathways under irradiation. Although detailed subcellular localization beyond lysosomes was not examined in this study, future analyses including endoplasmic reticulum-specific markers will be important for delineating additional organelle-level contributions to talaporfin-mediated RDT. Because the 150-keV X-rays used in this study fall well below the energy threshold required for Cherenkov radiation, the observed ROS formation is unlikely to arise from Cherenkov-mediated excitation of talaporfin. Instead, the results are most plausibly explained by indirect activation processes associated with X-ray exposure. In particular, low-energy X-rays are known to generate reactive species in aqueous environments, and interactions between these species and talaporfin can promote Type I pathways, thereby producing a broader ROS spectrum than that expected under visible-light PDT, where talaporfin predominantly yields singlet oxygen through Type II reactions. Related radiation-assisted activation mechanisms—including Cherenkov-based pathways at higher photon or particle energies and non-optical excitation routes under keV X-ray irradiation—have been summarized in recent analyses of X-ray-driven photochemical activation [32].

Consistent with previous PDT studies reporting effective talaporfin activity at 10–30 µg/mL across multiple carcinoma and sarcoma models [33,34], we adopted a similar concentration range in our experiments. Talaporfin-based RDT induced significant cytotoxicity in both MIA PaCa-2 pancreatic cancer and U-251 MG glioma cells—two radioresistant lines of distinct origin [35,36,37]—indicating that its radiosensitizing activity is not cell-type specific. This enhanced cytotoxicity supports the hypothesis that RDT amplifies radiation-induced oxidative stress and may be particularly effective against tumors refractory to conventional RT. Although talaporfin-mediated RDT enhanced cytotoxicity across both cell lines, its radiosensitizing effect appeared less pronounced at higher X-ray doses. This is because at high radiation levels, direct radiation-induced DNA damage becomes the dominant lethal pathway, leaving little remaining capacity for additional enhancement by RDT. In contrast, radiosensitization is most evident in the low-to-intermediate dose range, where radiation lethality has not yet saturated and talaporfin-driven ROS generation can exert a measurable impact on clonogenic survival. PDT using talaporfin has been investigated in various tumor models in vivo, including TE-11R esophageal squamous-cell carcinoma, HCT-116 colorectal carcinoma, and C6 glioma. In these studies, talaporfin was typically administered at doses ranging from 2.5 to 10 mg/kg, followed by light irradiation 2 h after injection [34,38,39]. In our study, we administered 10 mg/kg of talaporfin and performed X-ray irradiation 2 h post-injection. The radiation regimen followed a fractionated protocol commonly employed in RDT, consisting of 3 Gy per day for three consecutive days (total dose = 9 Gy). Talaporfin was administered 2 h before each irradiation session, in reference to the established PDT protocol. Tumor regression was observed exclusively in the talaporfin-mediated RDT group, without apparent systemic toxicity. This selective tumor suppression with the combined treatment supports the interpretation that talaporfin functions as a radiosensitizer under X-ray exposure rather than as a direct cytotoxic agent.

To elucidate the molecular mechanisms underlying tumor regression, RNA-seq was performed on xenograft tumors collected 25 days after completion of combined TS + XT therapy. Because xenograft RNA contains both human (tumor) and mouse (host) transcripts, the dataset was computationally deconvoluted and analyzed separately to distinguish tumor-intrinsic and host-derived responses. A notable finding was the markedly high proportion of mouse reads in the most regressed sample, which reduced statistical power; therefore, genes with nominal significance (*p* < 0.01) were analyzed as supportive evidence. It should be noted that this analytical framework is based on a human tumor xenograft model established in immunosuppressed mice, which represents a so-called “two-species” system and does not fully recapitulate the clinical tumor-immune microenvironment. This model was intentionally adopted to enable evaluation of the direct tumor-intrinsic and radiosensitizing effects of talaporfin on human cancer cells in vivo, independent of host immune responses. Nevertheless, we acknowledge this as a limitation of the present study. Future investigations using syngeneic murine tumor models will be important to clarify immune-mediated and microenvironment-dependent effects of talaporfin-mediated RDT under more clinically relevant conditions.

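For proliferation, 30 human cell cycle genes had a median log2 fold change of -0.61 between TS + XT and NT (4 higher and 26 lower), close to the median over the better-expressed genes (limma's camera, adjusted p = 0.848). Their direction depended on TS + XT-3. Without that library 20 were higher and 10 lower, the median was 0.19, and limma's camera gave an adjusted p = 3.38e-05 toward higher values. With median-of-ratios scaling 15 were higher and 15 lower (limma's camera, adjusted p = 0.0259), and the range over all alternatives was 3.38e-05 to 0.926. For stress responses, 17 NRF2 targets had a median of -0.53 (3 higher and 14 lower; limma's camera, adjusted p = 0.875). With median-of-ratios scaling 8 NRF2 targets were higher and 9 lower. Without TS + XT-3 the median of the NRF2 targets was -0.17, with 5 higher and 12 lower. In both sets, 0 genes passed 0.05 when adjusted over the list alone or over all genes, and 0 of the cell cycle genes and 0 of the NRF2 targets had an unadjusted p under 0.05.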

In human tumors, transcriptional patterns reflected a shift from proliferative to stress-adaptive states. Upregulation of proteostasis and repair factors (*PSMD13*, *AKR1A1*, *PRIMPOL*) together with immune mediators (*CXCL1*, *MICA*) indicated sustained stress and immune activation, while suppression of mitochondrial and developmental regulators (*DMGDH*, *TBR1*) suggested metabolic downshift and loss of proliferative potential. Similar oxidative and proteostatic stress-associated transcriptional programs have been reported in porphyrin-based PDT models, in which ROS-mediated cellular stress responses constitute the core of treatment-induced gene networks [40]. Furthermore, large-scale integrative analyses of RT response across multiple cancer types have identified replication stress, DNA repair, and immune activation as central determinants of radiosensitivity [41], supporting the mechanistic relevance of these pathways in talaporfin-mediated RDT. In the mouse transcriptome, activation of stress-response genes (*Gstp1*, *Ddit3*) and metabolic regulators (*Rbks*, *Enho*) implied host adaptation and tissue recovery. Simultaneous repression of angiogenic and repair pathways (*Spon2*, *Msh6*, *Ndufs1*) pointed to reduced vascular and replicative activity within the regressing microenvironment. The elevated fraction of mouse RNA is unlikely to arise solely from technical contamination; rather, it likely reflects biological replacement of tumor tissue by stromal, immune, and endothelial cells during regression. This interpretation is supported by induction of host stress- and remodeling-related genes (*Ddit3*, *Gstp1*, *Spon2*), representing a molecular signature of tissue repair and immune infiltration consistent with the observed tumor regression. The data indicate that radiosensitization not only induced acute DNA and oxidative stress but also triggered durable cellular and microenvironmental remodeling that favors tumor resolution. Overall, these transcriptional patterns are consistent with a post-treatment state characterized by tumor regression, metabolic quiescence, and immune-mediated clearance rather than ongoing proliferation. Because RNA-seq was performed 25 days after irradiation, the transcriptomic changes observed here are more likely to reflect late-phase remodeling during tumor regression rather than acute injury, including vascular effects.

This study has several limitations. The use of immunodeficient nude mice restricts evaluation of immune-mediated mechanisms that may contribute to the antitumor effects of RDT. The sample size was relatively small, which may limit the statistical power for detecting subtle treatment effects. Furthermore, the study was not blinded during tumor measurement, potentially introducing observer bias, although standardized procedures were employed. Future studies using immunocompetent or orthotopic tumor models will be necessary to further validate the therapeutic potential and immune involvement of talaporfin-mediated RDT.

Taken together, our results provide a comprehensive framework for understanding the antitumor effects of talaporfin-mediated RDT. The treatment triggers X-ray-dependent ROS production, causing oxidative stress-induced apoptosis through mitochondrial and lysosomal damage, while simultaneously reprogramming the tumor microenvironment toward an immune-activated, reparative state. These findings highlight the unique potential of talaporfin as a radiosensitizer that combines direct cytotoxic effects with microenvironmental modulation. Given that talaporfin is already approved for PDT in lung and brain cancers, its translational pathway toward RDT could be relatively straightforward, including deep-seated or intrinsically radioresistant malignancies such as pancreatic cancer and glioma.

## 5. Conclusions

This study demonstrates that talaporfin can act as an effective radiosensitizer when activated by X-ray irradiation, establishing a mechanistic link between PDT and RDT. Talaporfin-mediated RDT elicited potent antitumor effects through ROS-dependent oxidative stress, leading to apoptosis and transcriptional reprogramming in both tumor and host compartments. RNA-seq analyses revealed coordinated activation of proteostatic and repair pathways in tumor cells, accompanied by stress and remodeling responses in host tissues, indicative of immune engagement and tissue repair during tumor regression. These findings suggest that talaporfin-mediated RDT induces not only acute cytotoxicity but also durable microenvironmental remodeling that favors tumor resolution. Given its clinical approval and safety profile as a photosensitizer, talaporfin represents a promising candidate for translation into RDT applications targeting deep-seated solid tumors.

## 6. Patents

The authors declare that details of intellectual property related to this study cannot be disclosed at this time.

## Figures and Tables

**Figure 1:**
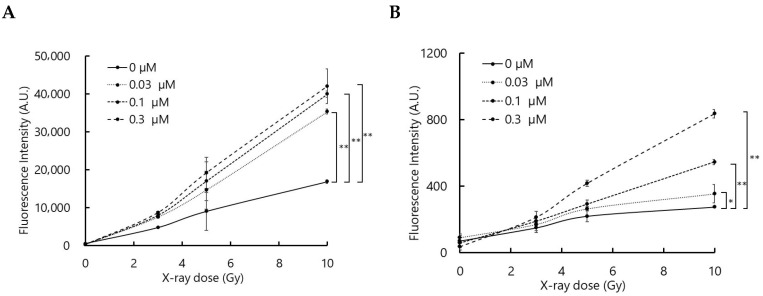
Talaporfin enhances ROS generation upon X-ray irradiation. ROS production was assessed using (**A**) APF for ^•^OH and (**B**) DHE for O_2_^•−^. Fluorescence intensity increased with X-ray dose in the presence of talaporfin, although the relationship with talaporfin concentration was not strictly proportional. (Data are presented as mean ± SD, n = 4; * *p* < 0.05, ** *p* < 0.01).

**Figure 2:**
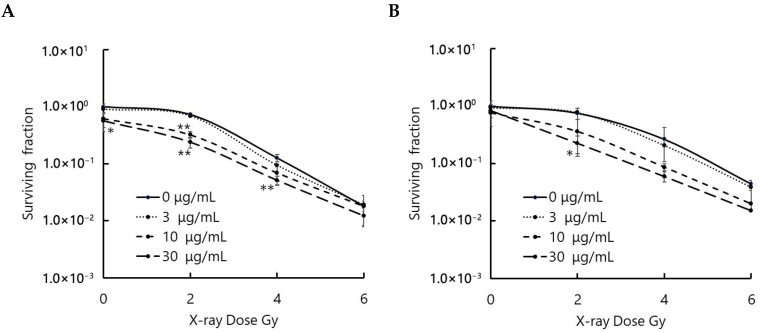
Radiation response of (**A**) MIA PaCa-2 and (**B**) U-251 MG cells following pretreatment with talaporfin. Cells were incubated with 0, 3, 10, or 30 µg/mL talaporfin for 4 h in light-protected conditions, after which the compound-containing medium was replaced with drug-free medium. X-ray irradiation was then applied at 1 Gy/min to achieve the indicated doses. Surviving fractions were quantified by clonogenic assays and expressed as mean ± SD (n = 4). Statistical comparisons at each radiation dose were performed relative to the corresponding control group (* *p* < 0.05, ** *p* < 0.01).

**Figure 3:**
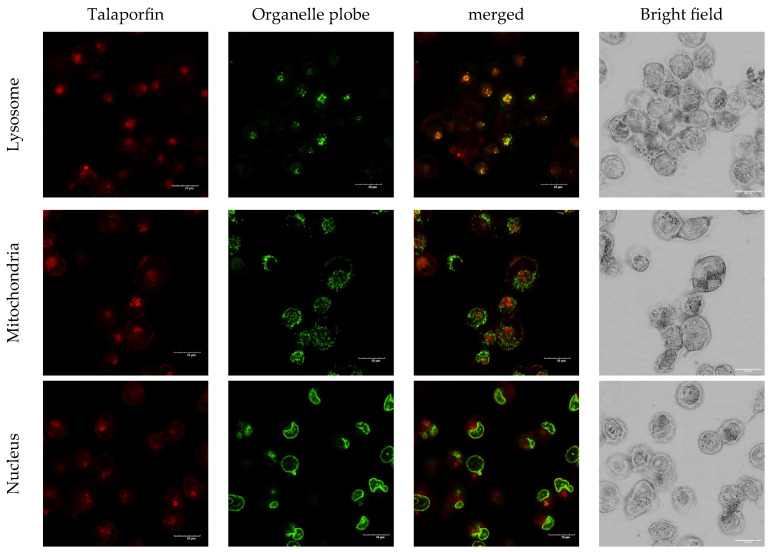
Cells were incubated with talaporfin (30 μg/mL) for 3.5 h in the dark, followed by staining with LysoTracker Green (50 nM), MitoTracker Green (100 nM), and Hoechst 33342 (1 μg/mL) for 30 min. After washing twice with PBS, fluorescence images were acquired using a laser scanning confocal microscope (FV3000; Olympus, Tokyo, Japan) equipped with a 100× oil-immersion objective. Talaporfin fluorescence (red) largely colocalized with the lysosomal probe (green; yellow in merged images), whereas minimal overlap with mitochondrial or nuclear probes was observed. Bright-field images were digitally processed to enhance cellular morphological visibility. They are provided to illustrate overall morphology rather than detailed subcellular localization. Scale bar = 20 μm.

**Figure 4:**
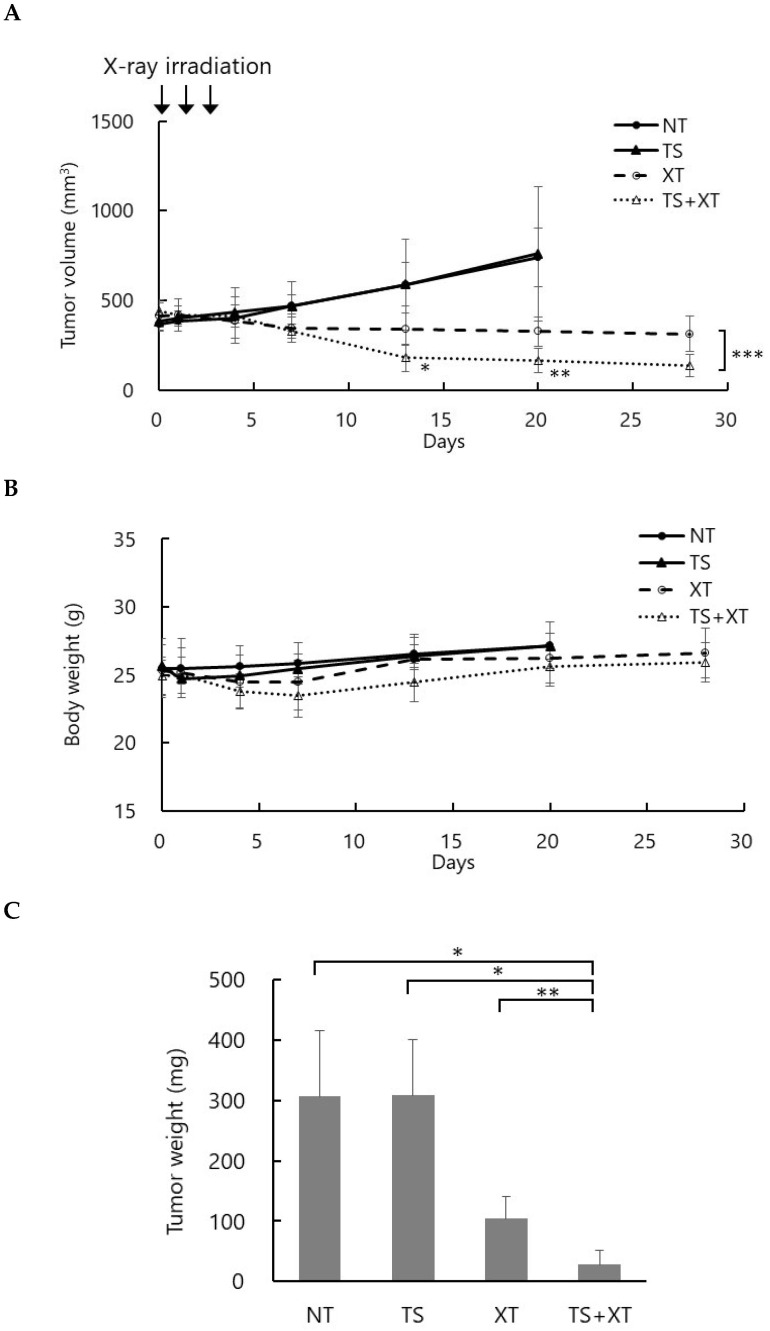
In vivo antitumor effects of talaporfin combined with fractionated X-ray irradiation. (**A**) Tumor growth curves of MIA PaCa-2 xenografts under different treatment conditions: no treatment (NT), talaporfin alone (TS; 10 mg/kg), X-ray alone (XT; 9 Gy total; 3 Gy per day for three consecutive days), and talaporfin 10 mg/kg + X-ray (TS-XT). Tumor volumes were monitored for 25 days after the last X-ray irradiation. In the XT group, tumor growth was moderately suppressed, whereas in the TS-XT group, tumor growth was markedly inhibited, with some tumors showing regression. In the NT and TS groups, animals were euthanized 17 days after the last radiation dose due to continuous tumor growth. (**B**) Body weight changes during the experimental period. No significant body weight loss was observed in any treatment group. (**C**) Final tumor weights of MIA PaCa-2 xenografts at the end of the experiment. Tumor weights were significantly lower in the TS-XT group compared with the XT group. Data are presented as mean ± SD (n = 4–9). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus the corresponding XT group in (**A**); * *p* < 0.05, ** *p* < 0.01 among groups in (**C**).

**Table 1:** Summary of tumor weights and proportions of species-derived RNA-seq reads in xenograft samples.

Sample	Tumor Weight (mg)	Human Reads	Mouse Reads	Mouse RNA Admixture (%)
NT-1	417.9	14,649,186	7,497,437	33.9
NT-2	199.5	15,478,986	7,992,317	34.1
NT-3	382.4	15,046,807	6,635,831	30.6
TS-1	410.0	17,728,354	7,719,592	30.3
TS-2	323.0	15,651,081	6,905,185	30.6
TS-3	187.0	19,227,210	6,786,295	26.1
XT-1	87.1	13,986,300	9,379,099	40.1
XT-2	121.6	17,221,493	8,601,562	33.3
XT-3	160.2	16,711,338	6,610,512	28.3
TS + XT-1	29.1	12,929,650	10,336,294	44.4
TS + XT-2	44.0	15,627,560	6,784,275	30.3
TS + XT-3	9.8	4,981,933	17,188,433	77.5

The proportion of mouse-derived reads (mouse read fraction) was used to estimate mouse RNA admixture, reflecting the degree of host tissue contamination. Notably, one TS + XT sample (TS + XT-3) exhibited a high mouse read fraction (77.5%), consistent with extensive tumor regression and increased host tissue content.

**Table 2:** Functional categorization of human and mouse genes differentially expressed between NT and TS + XT groups.

Group	Functional Category	Representative Genes	Interpretation
Human up regulated	Proteostasis/detoxification	*PSMD13*, *AKR1A1*, *PSMC4*	Protein quality control and oxidative stress defense
Human up regulated	Replication stress/DNA repair	*PRIMPOL*, *H2BC17*	Recovery from replication and DNA damage
Human up regulated	Inflammatory/immune response	*CXCL1*, *CXCL2*, *MICA*, *TMEM106A*	Cytokine-mediated inflammatory and immune activation
Human down regulated	Mitochondrial/redox & cofactor metabolism	*DMGDH*, *ATP23*, *COQ3*, *POR*, *NUBPL*	Oxidative/ETC activity curtailed
Human down regulated	Transcriptional/developmental programs	*TBR1*, *HOXD12*, *MORF4*, *ZNF624*, *TFCP2L1*, *EN1*, *SATB1*, *ZNF471*,	Stemness/development repressed
Human down regulated	Cilia/cytoskeleton & motility apparatus	*CCDC38*, *TMEM132B*, *MTCL1*, *DNAH1*, *CCDC159*	Diminished ciliogenesis/microtubule dynamics
Mouse up regulated	Integrated stress response (ISR)	*Gstp1*, *Slc39a3*, *Ddit3*, *Mief2*	ER/oxidative stress
Mouse up regulated	Metabolic remodeling	*Rbks*, *Yif1b*, *Enho*	Endocrine-metabolic reprogramming
Mouse down regulated	Angiogenesis/ECM remodeling	*Spon2*, *Adam11*, *Sema3a*, *Ank1*, *Myh10*	Vascular and stromal downregulation
Mouse down regulated	DNA repair/chromatin organization	*Setd1a*, *Msh6*, *Terf1*, *Kat5*	Reduced repair activity
Mouse down regulated	Mitochondrial/metabolic energy	*Cherp*, *Ndufs1*, *Vma21*	Lower respiratory metabolism

Genes showing nominal *p*  <  0.01 differences between NT and TS + XT were grouped according to biological function for both human (tumor) and mouse (host) compartments. Functional categories were manually curated based on Gene Ontology annotations. 

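Among the other human genes of Table 2, H2BC17 was listed at 1 TPM in every NT and 3 TPM in every TS + XT library (log2 fold change 1.0, limma adjusted p = 0.591), and its log2 fold change with median-of-ratios scaling was 1.5. In XT, H2BC17 was listed at 5, 3 and 1 TPM, so TS + XT lay within the spread of XT. TFCP2L1 fell from 14.0 ± 1.73 to 4.00 ± 3.00 TPM (SD, n = 3 each; log2 fold change -1.79, limma adjusted p = 0.591), and its log2 fold change became -1.34 with this scaling. NUBPL had 5.33 ± 0.577 TPM in TS + XT and 9.00 ± 1.00 in NT (log2 fold change -0.66), and CCDC159 had 5.33 ± 1.15 and 9.00 ± 1.00 TPM (log2 fold change -0.67). Both falls were close to the median over the better-expressed human genes and became -0.07 and -0.09 with median-of-ratios scaling. POR had 65.0 ± 3.61 and 80.3 ± 3.21 TPM, a log2 fold change of -0.30 that became 0.35 with median-of-ratios scaling. ZNF624 was listed at 2 TPM in every NT library and at 1, 0 and 0 in TS + XT (log2 fold change -1.25, limma adjusted p = 0.591), and without TS + XT-1, which leaves no spread, its limma adjusted p was 0.00722, within a range of 0.00204 to 1 over the alternatives. EN1 was listed at 1 TPM in every NT library and at 1, 1 and 0 in TS + XT (log2 fold change -0.33, and 0 without TS + XT-3). ZNF471 was listed at 1 TPM in all 6 libraries. TMEM106A, CCDC38 and MORF4 were listed at 0 in all 12 libraries, and TMEM132B in all 6.

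Among the mouse genes, Mief2 (log2 fold change 0.86) and Yif1b (0.31) were higher in every TS + XT library than in every NT library. Adam11 (log2 fold change -1.39), Cherp (-1.74), Terf1 (-0.83) and Kat5 (-0.71) were lower in every TS + XT library. Ank1 had a log2 fold change of -1.86, which became -1.17 without TS + XT-3. The limma adjusted p was 0.78 for each of these mouse genes. Median-of-ratios scaling gave log2 fold changes of 1.11 for Mief2, 0.61 for Yif1b, -1.28 for Adam11, -1.45 for Cherp, -0.56 for Terf1, -0.40 for Kat5 and -1.79 for Ank1. Over the 6 TS and XT libraries, Ank1 and Kat5 followed the human gene of the same name scaled by the read ratio (r = 0.91 and 0.83). Reads of human origin can therefore not be excluded for them. This r was 0.49 for Cherp, 0.33 for Yif1b and -0.89 for Terf1, and Mief2 and Adam11 were not in this check.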

Representative genes and their putative biological interpretations are summarized.

## Data Availability

RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE312155. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom15121748/s1, Figure S1: Correlation heatmaps of RNA-seq gene expression profiles in human and mouse compartments; Table S1: List of human genes upregulated between NT and TS + XT groups, Table S2: List of human genes downregulated between NT and TS + XT groups, Table S3: List of mouse genes upregulated between NT and TS + XT groups, Table S4: List of mouse genes downregulated between NT and TS + XT groups.

## Abbreviations

The following abbreviations are used in this manuscript:

5-ALA	5-Aminolevulinic acid
APF	3′-(p-Aminophenyl) fluorescein
DHE	Dihydroethidium
NPe6	Mono-L-aspartyl chlorin e6
PDD	Photodynamic diagnosis
PDT	Photodynamic therapy
PpIX	Protoporphyrin IX
ROS	Reactive oxygen species
RDT	Radiodynamic therapy
RT	Radiotherapy

# Supplementary material for: Talaporfin Sodium as a Clinically Translatable Radiosensitizer in Radiodynamic Therapy
**Source:** Biomolecules. 2025 Dec 18;15(12):1748. doi: 10.3390/biom15121748
**Supplement:** Supplementary file 1

SUPPLEMENTARY FIGURE

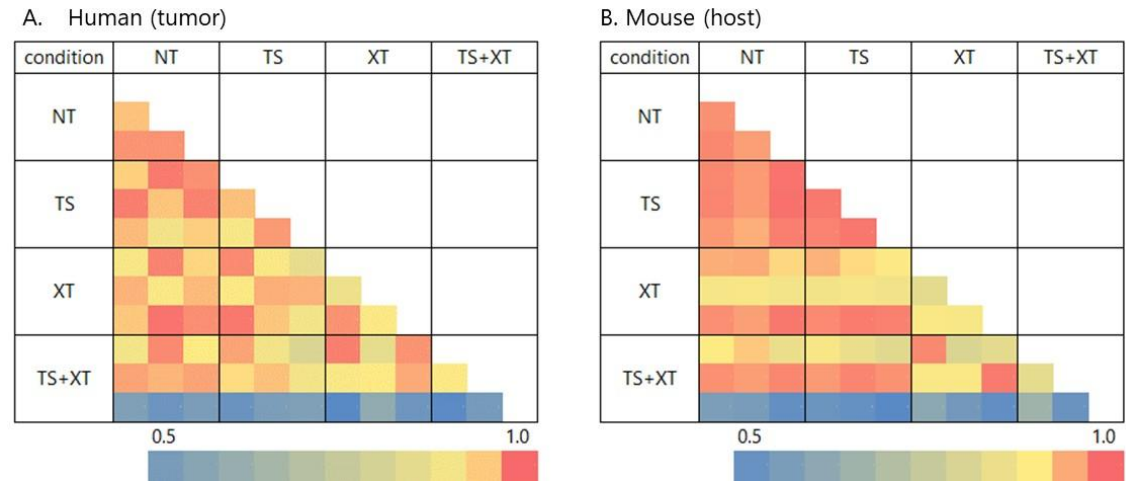

**Supplementary Figure S1.** Correlation heatmaps of RNA-seq gene expression profiles in human and mouse compartments. Transcriptomic correlations were calculated among samples within and across treatment conditions for the human (left, tumor compartment) and mouse (right, host compartment) datasets. Warmer colors indicate higher Pearson correlation coefficients, while cooler colors represent lower correlations. Strong intra-group correlations confirm the reproducibility of the RNA-seq data, whereas inter-group correlations progressively decreased from NT and TS to XT and TS+XT, indicating distinct transcriptional reprogramming induced by radiation and the radiosensitizer. One TS+XT sample showed relatively low correlation with other replicates, consistent with high mouse RNA admixture resulting from extensive tumor regression.

# Supplementary material for: Talaporfin Sodium as a Clinically Translatable Radiosensitizer in Radiodynamic Therapy
**Source:** Biomolecules. 2025 Dec 18;15(12):1748. doi: 10.3390/biom15121748
**Supplement:** Supplementary file 1

## SUPPLEMENTARY TABLES

**Supplementary Table S1.** List of human genes upregulated between NT and TS + XT groups

| Gene ID         | Ratio vs NT |      |       | P value vs NT |       |       | Gene name |
|-----------------|-------------|------|-------|---------------|-------|-------|-----------|
|                 | 13          | XT   | TS-XT | TS            | XT    | TS-XT |           |
| ENSG00000185627 | 0.98        | 1.24 | 1.16  | 0.227         | 0.234 | 0.003 | PSMD13    |
| ENSG00000117448 | 1.01        | 1.02 | 1.24  | 0.904         | 0.837 | 0.005 | AKR1A1    |
| ENSG00000281221 | 1.02        | 1.39 | 1.25  | 0.791         | 0.219 | 0.008 | PSMC4     |
| ENSG00000163739 | 1.95        | 1.61 | 2.69  | 0.281         | 0.385 | 0.009 | CXCL1     |
| ENSG00000081041 | 1.04        | 1.24 | 1.97  | 0.805         | 0.672 | 0.003 | CXCL2     |
| ENSG00000236826 | 2.28        | 1.84 | 2.17  | 0.024         | 0.357 | 0.000 | LSM2      |
| ENSG00000164306 | 1.11        | 1.46 | 1.24  | 0.024         | 0.013 | 0.009 | PRIMPOL   |
| ENSG00000274641 | 1.92        | 4.25 | 4.51  | 0.498         | 0.160 | 0.001 | H2BC17    |
| ENSG00000179111 | 0.88        | 2.70 | 4.33  | 0.660         | 0.078 | 0.005 | HES7      |
| ENSG00000167968 | 1.16        | 1.75 | 1.68  | 0.383         | 0.144 | 0.006 | DNASE1L2  |
| ENSG00000104826 | 1.60        | 5.25 | 7.26  | 0.372         | 0.216 | 0.000 | LHB       |
| ENSG00000104140 | 0.97        | 1.39 | 1.76  | 0.947         | 0.438 | 0.008 | RHOV      |
| ENSG00000233051 | 2.40        | 1.14 | 1.95  | 0.118         | 0.538 | 0.001 | MICA      |
| ENSG00000184988 | 0.11        | 0.36 | 5.43  | 0.171         | 0.311 | 0.003 | TMEM106A  |

**Supplementary Table S2.** List of human genes downregulated between NT and TS + XT groups

| Gene ID         | Ratio vs NT |      |       | P value vs NT |       |       | Gene name    |
|-----------------|-------------|------|-------|---------------|-------|-------|--------------|
|                 | 13          | XT   | TS-XT | TS            | XT    | TS-XT |              |
| ENSG00000132837 | 0.90        | 0.31 | 0.00  | 0.806         | 0.050 | 0.003 | DMGDH        |
| ENSG00000161681 | 0.61        | 1.60 | 0.00  | 0.297         | 0.624 | 0.000 | SHANK1       |
| ENSG00000165972 | 0.35        | 0.46 | 0.00  | 0.186         | 0.348 | 0.009 | CCDC38       |
| ENSG00000166896 | 0.27        | 1.47 | 0.00  | 0.016         | 0.638 | 0.005 | ATP23        |
| ENSG00000172320 | 0.00        | 0.56 | 0.00  | 0.000         | 0.476 | 0.000 | OR5A1        |
| ENSG00000175189 | 0.55        | 0.46 | 0.00  | 0.056         | 0.024 | 0.001 | INHBC        |
| ENSG00000178458 | 0.00        | 0.24 | 0.00  | 0.000         | 0.040 | 0.000 | H3P16        |
| ENSG00000197632 | 0.00        | 0.93 | 0.00  | 0.002         | 0.945 | 0.002 | SERPINB2     |
| ENSG00000198155 | 0.54        | 1.31 | 0.00  | 0.086         | 0.464 | 0.006 | ZNF876P      |
| ENSG00000204305 | 0.43        | 0.08 | 0.00  | 0.102         | 0.007 | 0.003 | AGER         |
| ENSG00000206305 | 0.00        | 0.00 | 0.00  | 0.005         | 0.005 | 0.005 | HLA-DQA1     |
| ENSG00000231292 | 0.68        | 0.19 | 0.00  | 0.405         | 0.013 | 0.000 | IGKV1OR2-108 |
| ENSG00000237522 | 0.90        | 1.17 | 0.00  | 0.737         | 0.895 | 0.007 | NONOP2       |
| ENSG00000244731 | 0.68        | 0.00 | 0.00  | 0.673         | 0.006 | 0.006 | C4A          |
| ENSG00000248830 | 1.03        | 0.17 | 0.00  | 0.974         | 0.038 | 0.009 | ZNF807P      |
| ENSG00000250995 | 2.07        | 1.61 | 0.00  | 0.393         | 0.225 | 0.000 | TMEM30BP1    |

|                 |      |      |      |       |       |       |           |
|-----------------|------|------|------|-------|-------|-------|-----------|
| ENSG00000278616 | 1.24 | 1.04 | 0.00 | 0.428 | 0.956 | 0.007 | BEND3P3   |
| ENSG00000283703 | 0.00 | 0.00 | 0.00 | 0.009 | 0.009 | 0.009 | VSIG10L2  |
| ENSG00000291692 | 0.82 | 0.74 | 0.00 | 0.625 | 0.312 | 0.003 | PCDHB13   |
| ENSG00000186952 | 0.56 | 1.00 | 0.02 | 0.268 | 0.995 | 0.007 | TMEM232   |
| ENSG00000136535 | 0.29 | 1.15 | 0.07 | 0.015 | 0.816 | 0.000 | TBR1      |
| ENSG00000170178 | 0.51 | 0.32 | 0.09 | 0.092 | 0.035 | 0.010 | HOXD12    |
| ENSG00000139364 | 2.34 | 0.57 | 0.12 | 0.012 | 0.211 | 0.004 | TMEM132B  |
| ENSG00000012124 | 1.51 | 0.76 | 0.13 | 0.655 | 0.572 | 0.003 | CD22      |
| ENSG00000162510 | 2.16 | 2.76 | 0.13 | 0.225 | 0.310 | 0.001 | MATN1     |
| ENSG00000234801 | 0.74 | 0.53 | 0.13 | 0.216 | 0.237 | 0.003 | MORF4     |
| ENSG00000159450 | 1.21 | 0.54 | 0.13 | 0.422 | 0.085 | 0.004 | TCHH      |
| ENSG00000224999 | 0.99 | 0.53 | 0.14 | 0.985 | 0.214 | 0.001 | VTA1P1    |
| ENSG00000254221 | 0.99 | 0.59 | 0.15 | 0.984 | 0.153 | 0.001 | PCDHGB1   |
| ENSG00000038945 | 0.29 | 0.33 | 0.15 | 0.007 | 0.026 | 0.003 | MSR1      |
| ENSG00000120278 | 0.22 | 0.61 | 0.15 | 0.007 | 0.108 | 0.002 | PLEKHG1   |
| ENSG00000163501 | 1.46 | 0.14 | 0.16 | 0.351 | 0.008 | 0.009 | IHH       |
| ENSG00000067601 | 1.34 | 0.87 | 0.18 | 0.233 | 0.399 | 0.004 | PMS2P4    |
| ENSG00000251595 | 0.45 | 0.37 | 0.19 | 0.133 | 0.002 | 0.004 | ABCA11P   |
| ENSG00000215093 | 0.35 | 0.51 | 0.19 | 0.009 | 0.162 | 0.005 | EEF1A1P29 |
| ENSG00000278016 | 1.24 | 0.71 | 0.23 | 0.117 | 0.479 | 0.007 | TIGD5     |
| ENSG00000241549 | 0.72 | 0.40 | 0.23 | 0.621 | 0.122 | 0.003 | GUSBP2    |
| ENSG00000163599 | 0.69 | 0.93 | 0.23 | 0.091 | 0.735 | 0.004 | CTLA4     |
| ENSG00000275932 | 0.87 | 0.90 | 0.23 | 0.639 | 0.503 | 0.007 | DUSP14    |
| ENSG00000116981 | 0.79 | 0.63 | 0.24 | 0.389 | 0.098 | 0.006 | NT5C1A    |
| ENSG00000197566 | 0.79 | 0.71 | 0.24 | 0.531 | 0.258 | 0.009 | ZNF624    |
| ENSG00000136943 | 1.10 | 0.51 | 0.27 | 0.402 | 0.035 | 0.005 | CTSV      |
| ENSG00000116299 | 1.22 | 0.89 | 0.28 | 0.442 | 0.717 | 0.005 | ELAPOR1   |
| ENSG00000115112 | 1.14 | 0.50 | 0.28 | 0.546 | 0.072 | 0.007 | TFCP2L1   |
| ENSG00000184923 | 0.80 | 0.73 | 0.29 | 0.179 | 0.181 | 0.008 | NUTM2A    |
| ENSG00000168502 | 0.98 | 0.64 | 0.31 | 0.888 | 0.254 | 0.002 | MTCL1     |
| ENSG00000183840 | 1.34 | 0.53 | 0.33 | 0.339 | 0.105 | 0.009 | GPR39     |
| ENSG00000029534 | 1.15 | 0.53 | 0.33 | 0.450 | 0.065 | 0.008 | ANK1      |
| ENSG00000170500 | 1.30 | 0.59 | 0.34 | 0.135 | 0.329 | 0.006 | LONRF2    |
| ENSG00000171812 | 0.82 | 0.37 | 0.35 | 0.094 | 0.004 | 0.003 | COL8A2    |
| ENSG00000151553 | 0.77 | 0.99 | 0.35 | 0.179 | 0.984 | 0.010 | FHIP2A    |
| ENSG00000114841 | 0.88 | 0.94 | 0.37 | 0.482 | 0.716 | 0.010 | DNAH1     |
| ENSG00000274180 | 1.32 | 0.60 | 0.37 | 0.032 | 0.085 | 0.010 | NATD1     |
| ENSG00000213799 | 1.03 | 0.91 | 0.42 | 0.823 | 0.720 | 0.004 | ZNF845    |
| ENSG00000188051 | 1.19 | 0.79 | 0.43 | 0.475 | 0.405 | 0.003 | TMEM221   |

|                 |      |      |      |       |       |       |         |
|-----------------|------|------|------|-------|-------|-------|---------|
| ENSG00000072954 | 1.18 | 0.56 | 0.43 | 0.048 | 0.024 | 0.008 | TMEM38A |
| ENSG00000141469 | 0.41 | 0.68 | 0.44 | 0.002 | 0.141 | 0.003 | SLC14A1 |
| ENSG00000100344 | 1.46 | 0.93 | 0.46 | 0.460 | 0.790 | 0.005 | PNPLA3  |
| ENSG00000163064 | 1.10 | 0.84 | 0.50 | 0.712 | 0.415 | 0.010 | EN1     |
| ENSG00000182568 | 0.95 | 0.75 | 0.51 | 0.623 | 0.402 | 0.004 | SATB1   |
| ENSG00000219626 | 0.78 | 0.66 | 0.54 | 0.015 | 0.007 | 0.003 | FAM228B |
| ENSG00000183401 | 1.10 | 0.77 | 0.56 | 0.630 | 0.320 | 0.008 | CCDC159 |
| ENSG00000196263 | 1.30 | 1.14 | 0.57 | 0.405 | 0.848 | 0.004 | ZNF471  |
| ENSG00000105327 | 1.04 | 0.86 | 0.58 | 0.686 | 0.372 | 0.009 | BBC3    |
| ENSG00000111276 | 1.03 | 0.73 | 0.58 | 0.780 | 0.022 | 0.010 | CDKN1B  |
| ENSG00000151413 | 0.80 | 0.73 | 0.59 | 0.069 | 0.033 | 0.010 | NUBPL   |
| ENSG00000119720 | 1.18 | 0.99 | 0.71 | 0.213 | 0.775 | 0.008 | NRDE2   |
| ENSG00000172057 | 1.01 | 0.96 | 0.78 | 0.883 | 0.694 | 0.007 | ORMDL3  |
| ENSG00000132423 | 0.90 | 0.88 | 0.79 | 0.078 | 0.367 | 0.004 | COQ3    |
| ENSG00000127948 | 1.02 | 1.02 | 0.81 | 0.793 | 0.825 | 0.007 | POR     |

**Supplementary Table S3.** List of mouse genes upregulated between NT and TS + XT groups

| Gene ID            | Ratio vs NT |      |       | P value vs NT |       |       | Gene name |
|--------------------|-------------|------|-------|---------------|-------|-------|-----------|
|                    | 13          | XT   | TS-XT | TS            | XT    | TS-XT |           |
| ENSMUSG00000029136 | 1.06        | 0.96 | 1.22  | 0.687         | 0.772 | 0.003 | Rbks      |
| ENSMUSG00000030588 | 1.13        | 1.30 | 1.25  | 0.012         | 0.090 | 0.009 | Yif1b     |
| ENSMUSG00000060803 | 0.88        | 1.11 | 1.39  | 0.062         | 0.508 | 0.008 | Gstp1     |
| ENSMUSG00000046822 | 1.17        | 1.26 | 1.62  | 0.488         | 0.465 | 0.004 | Slc39a3   |
| ENSMUSG00000025408 | 0.89        | 1.55 | 1.84  | 0.524         | 0.264 | 0.010 | Ddit3     |
| ENSMUSG00000018599 | 0.61        | 1.44 | 2.20  | 0.121         | 0.236 | 0.008 | Mief2     |
| ENSMUSG00000028445 | 1.61        | 1.79 | 2.76  | 0.049         | 0.003 | 0.003 | Enho      |
| ENSMUSG00000090812 | 1.41        | 0.82 | 4.68  | 0.226         | 0.718 | 0.010 | Samd15    |

**Supplementary Table S4.** List of mouse genes downregulated between NT and TS + XT groups

| Gene ID            | Ratio vs NT |      |       | P value vs NT |       |       | Gene name |
|--------------------|-------------|------|-------|---------------|-------|-------|-----------|
|                    | 13          | XT   | TS-XT | TS            | XT    | TS-XT |           |
| ENSMUSG00000037747 | 0.10        | 0.17 | 0.00  | 0.002         | 0.002 | 0.000 | Phyhipl   |
| ENSMUSG00000048699 | 0.00        | 0.59 | 0.00  | 0.000         | 0.257 | 0.000 | Krt90     |
| ENSMUSG00000068226 | 0.20        | 0.00 | 0.00  | 0.041         | 0.005 | 0.005 | Gm6723    |
| ENSMUSG00000071112 | 0.35        | 1.94 | 0.00  | 0.134         | 0.376 | 0.000 | Spx       |
| ENSMUSG00000091421 | 1.48        | 0.69 | 0.00  | 0.212         | 0.514 | 0.008 | Gm4202    |
| ENSMUSG00000095614 | 0.15        | 0.46 | 0.00  | 0.005         | 0.138 | 0.000 | Gm6291    |
| ENSMUSG00000114738 | 0.77        | 0.83 | 0.00  | 0.660         | 0.773 | 0.009 | Gm41041   |
| ENSMUSG00000117507 | 0.00        | 0.53 | 0.00  | 0.000         | 0.225 | 0.000 | Gm50045   |

|                    |      |      |      |       |       |       |           |
|--------------------|------|------|------|-------|-------|-------|-----------|
| ENSMUSG00000111272 | 0.77 | 0.40 | 0.07 | 0.430 | 0.062 | 0.001 | Gm7787    |
| ENSMUSG00000043460 | 0.94 | 0.72 | 0.08 | 0.868 | 0.566 | 0.008 | Elfn2     |
| ENSMUSG00000035775 | 0.83 | 0.58 | 0.08 | 0.786 | 0.367 | 0.003 | Krt20     |
| ENSMUSG00000006567 | 0.79 | 0.81 | 0.08 | 0.509 | 0.460 | 0.002 | Atp7b     |
| ENSMUSG00000028701 | 0.96 | 0.92 | 0.10 | 0.863 | 0.855 | 0.002 | Lurap1    |
| ENSMUSG00000044254 | 0.57 | 1.09 | 0.10 | 0.086 | 0.880 | 0.007 | Pcsk9     |
| ENSMUSG00000111529 | 0.00 | 0.77 | 0.11 | 0.000 | 0.776 | 0.002 | Gm48141   |
| ENSMUSG00000115737 | 1.30 | 1.68 | 0.11 | 0.750 | 0.706 | 0.002 | Rpl19-ps3 |
| ENSMUSG00000033510 | 0.20 | 0.42 | 0.11 | 0.001 | 0.054 | 0.000 | Otud7a    |
| ENSMUSG00000037379 | 1.03 | 0.54 | 0.13 | 0.960 | 0.153 | 0.004 | Spon2     |
| ENSMUSG00000020926 | 0.38 | 0.38 | 0.14 | 0.003 | 0.008 | 0.001 | Adam11    |
| ENSMUSG00000104577 | 0.51 | 0.60 | 0.14 | 0.054 | 0.122 | 0.003 | Gm6641    |
| ENSMUSG00000028528 | 0.47 | 0.47 | 0.15 | 0.053 | 0.073 | 0.002 | Dnajc6    |
| ENSMUSG00000112926 | 0.97 | 0.76 | 0.15 | 0.925 | 0.501 | 0.003 | Gm7172    |
| ENSMUSG00000049538 | 0.64 | 0.87 | 0.16 | 0.143 | 0.688 | 0.002 | Adamts16  |
| ENSMUSG00000020871 | 0.93 | 0.50 | 0.16 | 0.733 | 0.057 | 0.001 | Dlx4      |
| ENSMUSG00000029633 | 0.68 | 0.50 | 0.16 | 0.024 | 0.007 | 0.002 | Gm5578    |
| ENSMUSG00000106067 | 0.70 | 0.15 | 0.16 | 0.476 | 0.005 | 0.003 | Gm7902    |
| ENSMUSG00000008153 | 0.56 | 1.03 | 0.18 | 0.001 | 0.910 | 0.001 | Clstn3    |
| ENSMUSG00000042308 | 0.90 | 0.57 | 0.20 | 0.688 | 0.141 | 0.005 | Setd1a    |
| ENSMUSG00000035566 | 0.47 | 0.62 | 0.20 | 0.031 | 0.064 | 0.001 | Pcdh17    |
| ENSMUSG00000040877 | 1.20 | 0.75 | 0.22 | 0.218 | 0.249 | 0.002 | Wdr25     |
| ENSMUSG00000028883 | 1.15 | 0.61 | 0.23 | 0.530 | 0.143 | 0.009 | Sema3a    |
| ENSMUSG00000034235 | 1.09 | 0.61 | 0.26 | 0.478 | 0.174 | 0.009 | Usp54     |
| ENSMUSG00000111684 | 0.62 | 0.54 | 0.26 | 0.267 | 0.004 | 0.005 | Gm8543    |
| ENSMUSG00000031543 | 1.24 | 0.58 | 0.26 | 0.409 | 0.203 | 0.009 | Ank1      |
| ENSMUSG00000040213 | 0.89 | 1.00 | 0.28 | 0.591 | 0.988 | 0.009 | Kyat3     |
| ENSMUSG00000057457 | 0.83 | 0.58 | 0.28 | 0.294 | 0.092 | 0.010 | Phex      |
| ENSMUSG00000075590 | 0.95 | 0.48 | 0.29 | 0.807 | 0.050 | 0.006 | Nrbp2     |
| ENSMUSG00000027883 | 1.19 | 0.55 | 0.30 | 0.103 | 0.063 | 0.007 | Gpsm2     |
| ENSMUSG00000005370 | 1.06 | 0.67 | 0.32 | 0.578 | 0.045 | 0.005 | Msh6      |
| ENSMUSG00000052488 | 0.74 | 0.57 | 0.33 | 0.230 | 0.145 | 0.008 | Cherp     |
| ENSMUSG00000020900 | 1.21 | 0.91 | 0.36 | 0.511 | 0.632 | 0.004 | Myh10     |
| ENSMUSG00000025968 | 0.86 | 0.79 | 0.49 | 0.179 | 0.071 | 0.006 | Ndufs1    |
| ENSMUSG00000025925 | 0.57 | 0.87 | 0.52 | 0.027 | 0.731 | 0.002 | Terf1     |
| ENSMUSG00000085795 | 1.99 | 0.64 | 0.55 | 0.078 | 0.077 | 0.005 | Zfp703    |
| ENSMUSG00000003234 | 1.24 | 0.72 | 0.56 | 0.076 | 0.059 | 0.007 | Abcf3     |
| ENSMUSG00000024926 | 1.13 | 0.84 | 0.61 | 0.517 | 0.008 | 0.005 | Kat5      |
| ENSMUSG00000073131 | 0.65 | 0.86 | 0.79 | 0.040 | 0.343 | 0.006 | Vma21     |

How the deposited data were processed for this re-analysis (not part of the article)

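RNA from 12 MIA PaCa-2 xenograft tumors in nude mice was sequenced, with 3 tumors in each of the groups NT, TS, XT and TS + XT. Samples were assigned to groups and replicates from the sample labels and Table 1 of the paper. The label of XT-3 names a human data column that is also given for XT-2, which was read as a typing error. The human values of XT-2 and XT-3 were therefore assigned by library name and title. Where the labels and the paper gave different collection days, the paper's were used. The share of mouse reads, the read numbers and the tumor weights come from Table 1 and are the paper's.

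According to the paper, the authors prepared stranded poly(A) libraries, trimmed the reads with Trim Galore, quantified them with Salmon 1.10.1 in quasi-mapping mode against the transcripts of GENCODE release 42 (human) and M35 (mouse), and summed them to genes with tximport. The deposited human values are a score, TPM that the authors rounded to whole numbers, and the deposited mouse values are TPM without rounding. Neither table carries sequencing depth or a scaling between libraries, so no counting error can be given, and human genes of a few TPM are known only to the nearest whole number. Of the 38367 human and 35478 mouse genes, 21721 and 14854 were listed at 0 in every library.

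Human identifiers were matched to GENCODE release 44 on GRCh38 for names and coordinates, which succeeded for 34087 genes and failed for 4280. No mouse annotation was used, and mouse names come only from Supplementary Tables S3 and S4. For this reason, 12 mouse gene sets that had been listed were not analysed here, and only the 6 human sets were. The result of 1 of these 6 sets is not reported here, and the adjustment over the sets includes it.

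From the deposited values, log2(value + 1) was computed and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), 1 comparison at a time, for genes with a mean of at least 0.1 over the 12 libraries. Comparisons were TS + XT, XT and TS against NT, and TS + XT against XT, with Benjamini-Hochberg adjustment at 0.05 and an unadjusted threshold of 0.01 as in the paper. Gene sets were tested with limma's camera and fry, with adjustment over the sets. Pearson's r between libraries was tested by exact permutation of the libraries over the groups, and single genes by exact permutation of the 6 libraries of a comparison, which cannot give a p below 0.1. Ratios of means to NT were set beside those of Supplementary Tables S1 to S4. Correlations, ratios and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The genes named are those that the paper names in the RNA-seq parts of its results and discussion or in Table 2, and for each species the 3 highest and the 3 lowest fold changes of TS + XT against NT among genes with an adjusted p under 0.05 and no overlap between the groups, or with an unadjusted p under 0.01 where fewer than 3 passed. Genes outside this rule were chosen after their values were seen. They are marked so, apart from genes of Supplementary Tables S1 to S4 named for a ratio or identifier that differs. Not all genes that the rule gives are named.

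The fits of TS + XT against NT were tested on simulated data with changed genes, made from the tables. This was done under each alternative and with each library left out in turn. All genes and libraries were given the same spread, and only genes well above the filter were changed, all by the same factor. No simulated library stood apart as TS + XT-3 does, so the shares recovered and false need not hold for the real groups. Groups without any change were simulated for NT and TS instead. They cover only the main fit, the fit without genes of no spread and the fits with 1 library left out. Their counts need not hold for TS + XT. In groups of 3 without any change, 1.47% of the human genes had an unadjusted p under 0.01 and 61 of 14077 were called after adjustment. With genes of no spread left out of the fit, these numbers were 0.96% and 0. In the simulated mouse table they were 1.03% and 0 of 16960 genes. With 1 library left out, the human fits recovered between 75.5% and 80% of the changed genes, and between 48.1% and 51.6% of their calls were false. In groups without any change, they gave an unadjusted p under 0.01 to between 1.79% and 2.07% of the genes and called between 130 and 155. The mouse fits with 1 library left out recovered 100%, with 2.4% to 5.7% of the calls false, and called 0 genes in groups without any change, where 0.94% to 1.13% had an unadjusted p under 0.01. The alternatives were a pseudocount of 0.1, a minimum mean of 1, no filter, the paper's own per-gene test on the deposited values, all 12 libraries in the fit, the replicate number as a block, median-of-ratios scaling, sample quality weights, the paper's mouse percentage as a covariate, and leaving out each library in turn. For the correlations they were also log2(TPM + 1) and Spearman's rho, and for the ratios the sum over all identifiers of a gene. Leaving out genes with no spread, and gene sets without pseudogenes and interacting proteins, were added after seeing the data, as was the permutation of the libraries within replicate numbers. The sets of the proteasome, the respiratory chain and the chemokines were taken by symbol.

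In the mouse table, the deviations of equally numbered NT and XT libraries from their group means correlated at 0.35, 0.58 and 0.41. Those of the mouse libraries of TS and XT, a comparison not made here, correlated at 0.29, 0.12 and 0.3. A pairing by number would rest on these correlations alone. They were not set against chance, and those of 1 group pair are not independent, because deviations cancel within a group. The sample labels place all 12 libraries in one batch, and the text of the paper names nothing that equally numbered tumors share.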

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

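Each test in this part was chosen after the result was seen.

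In TS + XT-3, human ribosomal protein pseudogenes reached 15.31% of the summed TPM of the ribosomal protein genes, a signal that the paper does not discuss. The other 11 libraries had 3.08% to 5.824%. In this library RPL39P3 was listed at 6176 TPM and RPL3P4 at 3302 TPM, whereas RPL39P3 was listed at 0 in the other 11 libraries and RPL3P4 at 2 TPM or less. RPLP2 was at 66266 TPM against 3694 to 5532 elsewhere, and SPARC was listed at 2 TPM. These genes were chosen after their values were seen.

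Low depth of human reads would scatter the low genes and leave well-expressed genes near their NT level. Of the 1166 genes with an NT mean of at least 100 TPM, 5.146% lay under 1 / 4 of their NT mean in TS + XT-3 after median-of-ratios scaling and 17.41% above 4 times it. On the deposited values the shares were 29.33% and 3.259%. In TS + XT-1 they were 0.2573% and 0% on both scales, and in TS + XT-2 at most 0.4288% and 0.08576%. These shares rest on 1 library, which excludes nothing, so low depth stays open.

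RNA degradation that favors short transcripts would raise ribosomal protein genes and their pseudogenes, assumed here to have similar lengths, by the same factor. In TS + XT-3 relative to NT, the summed TPM of the 1539 pseudogenes rose by a factor of 6.715 and that of the 76 genes by 1.783, so that the factors differed by 3.766 times. The paper gives a minimum RNA integrity for its samples, but no value for this library. The lengths themselves were not compared and the factors rest on 1 library, so degradation stays open as well.

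A candidate explanation is that reads of mouse origin were assigned to human genes. Of 3 relations tried, the first set the share of all processed pseudogenes against the paper's mouse percentage over the 11 libraries other than TS + XT-3 (Pearson's r = 0.626, permutation p = 0.0402, adjusted 0.0535; Spearman's rho = 0.566, permutation p = 0.0736, adjusted 0.0736). It rested on TS + XT-1 and XT-1, since r was 0.404 without them and 0.428 within groups, and it does not decide the question. In the second, how closely a gene followed the mouse percentage over the 11 libraries was set against its rise in TS + XT-3 (rho = 0.02 across 9527 genes, which are not independent replicates). The paper's mouse percentage ranged only from 26.1% to 44.4% in these libraries, and the rho to be expected from mouse reads was not computed, so this relation does not decide the question either. In the third, the ribosomal protein pseudogenes as a percentage of the ribosomal protein genes followed the mouse percentage (r = 0.973, permutation p = 2e-05, adjusted 8e-05; rho = 0.922, permutation p = 0.00012, adjusted 0.00024), with r = 0.865 without TS + XT-1 and XT-1 and 0.973 within groups. For these pseudogenes alone the values are consistent with mouse reads. What changed the other genes of TS + XT-3 stays open. A biological change in this tumor, the lightest of the 12 by the paper's weights (9.8 mg), was not tested.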

How the results depend on the processing

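Of the tests and alternatives in this part, only leaving out genes with no spread, taking pseudogenes and interacting proteins out of the gene sets and permuting libraries within replicate numbers were chosen after the results were seen. Counts are given in the order TS + XT, XT and TS against NT, then TS + XT against XT, and where a count is left out of a list it lay within 1.5 times the reported one. The cause of a change was not tested unless one is given.

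In the human table, the counts at an unadjusted p under 0.01 were 66, 95, 203 and 46. They were 13, 50, 115 and 12 with genes of a mean under 1 left out. Without a filter, only the last moved beyond that limit, to 14. The paper's own per-gene test gave 37, 53, 97 and 17, a fit of all 12 libraries 112, 28, 25 and 86, and leaving out genes with no spread 19, 56, 142 and 25. Of the calls, 37, 32, 47 and 22 were among the genes left out. With the mouse percentage as a covariate, XT against NT gave 54 and TS against NT 36. Sample quality weights gave 4112 genes for TS + XT against NT and 1415 for TS + XT against XT. The weights of the TS + XT libraries were 0.163, 38.8 and 0.0426, so that this fit rests on TS + XT-2, and the estimation of the weights gave convergence warnings. On simulated data, 28.3% of the calls with weights were false, against 27.9% without them. The simulated libraries all had the same spread, so this cannot test weights as unequal as these.

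The human counts at an adjusted p under 0.05 were 36, 25, 46 and 0. The first 3 became 0, 0 and 0 with genes of a mean under 1 left out, without a filter and with the paper's own per-gene test. They were 0, 0 and 1 in a fit of all 12 libraries and with the mouse percentage as a covariate, and 0, 1 and 1 with genes of no spread left out. Median-of-ratios scaling gave 0 for TS + XT against NT. The quality weights gave 4744 for TS + XT against NT and 305 for TS + XT against XT. Beside these counts of 0, between 214 and 1566 genes had an unadjusted p under 0.05 for TS + XT against NT, between 203 and 344 for XT against NT and between 523 and 726 for TS against NT. TS + XT against XT, with 135 such genes, stayed at 0 in the other alternatives that kept all libraries.

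In the mouse table, the counts at an unadjusted p under 0.01 were 47, 32, 113 and 25. A minimum mean of 1 gave 27 for TS + XT against NT, 15 for XT against NT and 7 for TS + XT against XT. All 12 libraries in the fit gave 81, 11, 33 and 44. The paper's own per-gene test gave 57 for XT against NT, and median-of-ratios scaling 72 for TS + XT against NT. Quality weights gave 82 for XT against NT, 247 for TS against NT and 62 for TS + XT against XT, the covariate 14 for XT against NT and 39 for TS against NT, and leaving out genes with no spread 19 for XT against NT and 14 for TS + XT against XT. The adjusted count of TS + XT against NT became 1 with a pseudocount of 0.1, with a minimum mean of 1 and with genes of no spread left out. That of TS against NT fell from 1 to 0 with all 12 libraries in the fit, where 179 genes had an unadjusted p under 0.05, and with the covariate, where 250 had.

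For TS + XT against NT, more of the genes at an unadjusted p under 0.01 were lower than higher (54 and 12 human, 32 and 15 mouse). With the covariate this turned to 17 lower and 29 higher in the human table and to 16 and 24 in the mouse table. For mouse genes it also turned to 6 lower and 9 higher with the replicate number as a block and to 59 and 100 without TS + XT-2, and it was 32 and 32 with quality weights. For mouse TS + XT against XT, 19 lower and 6 higher became 9 and 16 with the covariate and 14 and 20 without TS + XT-3. For mouse XT against NT, 9 lower and 23 higher became 8 and 3 with all 12 libraries in the fit and 19 and 17 with median-of-ratios scaling, and lower genes were also more numerous without XT-1 or any 1 NT library. For mouse TS against NT, 70 lower and 43 higher became 14 and 19 with all 12 libraries, 57 and 66 without TS-2 and 40 and 65 without TS-3.

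The deviations of equally numbered libraries from their group means correlated at -0.12 to 0.28 over the 18 human pairs, of which 5 were over 0.1, and at -0.39 to 0.58 over the 18 mouse pairs, of which 8 were. Among the comparisons made, all pairs were over 0.1 only for mouse XT and NT, where the replicate number as a block gave 30 genes at an unadjusted p under 0.01 (18 higher and 12 lower), of which 15 were among the 32 without it. After adjustment both fits gave 0, with 249 genes at an unadjusted p under 0.05 with the block and 216 without it. In every comparison, a number is all that equally numbered libraries are known to share. With the replicate number as a block, the adjusted count was 0 for human TS + XT against NT and for human XT against NT, and 0 for mouse TS against NT, where 184, 555 and 769 genes had an unadjusted p under 0.05, and the mouse count of TS + XT against NT at an unadjusted p under 0.01 was 15. On simulated data this fit recovered 21.5% of the changed genes in the human table, with 53.3% of its calls false, and 100% in the mouse table, with 1.5% false.

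With 1 library left out, the human counts at an unadjusted p under 0.01 ranged from 100 to 395, from 125 to 360, from 203 to 479 and from 93 to 238, and the adjusted counts from 67 to 162, from 58 to 111, from 96 to 119 and from 0 to 114. In simulated NT and TS groups without any change, such human fits called between 130 and 155 genes after adjustment. The highest were reached without TS + XT-1 for both comparisons with TS + XT, without XT-1 for XT against NT, and without NT-3 (unadjusted) and NT-1 (adjusted) for TS against NT. The mouse counts at an unadjusted p under 0.01 ranged from 46 to 563, from 37 to 138, from 105 to 257 and from 34 to 111, highest without TS + XT-1, XT-1, NT-3 and TS + XT-1. The adjusted mouse counts ranged from 0 to 0, from 0 to 0, from 0 to 6 and from 0 to 0, with 6 reached without NT-2. In the mouse comparisons that stayed at 0, between 226 and 2723, between 199 and 1056, and between 129 and 948 genes had an unadjusted p under 0.05. The adjusted human count of TS + XT against XT was 114 without TS + XT-1, 67 without XT-2 and 46 without TS + XT-3.

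The human difference in r between same-group and different-group pairs, -0.0063, was 0.0026 on log2(TPM + 1) and 0.0008 with Spearman's rho. It was 0.0439, 0.0396 and 0.0007 without TS + XT-1, TS + XT-2 and TS + XT-3, and as low as -0.0239 without TS-3. Permuting within replicate numbers left the differences in both tables on the same side of 0.05. The mouse difference, 0.0096, was -0.0022, -0.0015 and -0.0029 without NT-1, NT-2 and NT-3, -0.0058, -0.0078 and -0.0101 without TS-1, TS-2 and TS-3, -0.0003 without TS + XT-3, and 0.0679 without TS + XT-2. The mean human r with NT was 0.985 for TS and 0.98 for XT on log2(TPM + 1), and the mean mouse r of TS with NT was 0.943 with Spearman's rho. For TS + XT, whose mean r with NT was 0.801 (human) and 0.797 (mouse), log2(TPM + 1) gave 0.943 and 0.93 and Spearman's rho 0.922 and 0.923, so that its distance from TS and XT was smaller on these scales. With 1 library left out, these means ranged from 0.953 to 0.974 for TS, 0.948 to 0.964 for XT and 0.718 to 0.953 for TS + XT in the human table, and from 0.965 to 0.981, 0.908 to 0.955 and 0.711 to 0.93 in the mouse table. For TS + XT the lowest mean was reached without TS + XT-2 and the highest without TS + XT-3 in both tables.

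For the gene sets, limma's fry gave an adjusted p of 0.971 for the proteasome and 0.706 for the respiratory chain, both toward lower values where camera pointed higher, 0.678 for the chemokines, and 0.706 for the cell cycle toward lower values. The camera direction of the cell cycle set was lower in the fit of all 12 libraries (adjusted p = 0.926, limma), with genes of no spread left out (adjusted p = 0.846, limma), and without NT-1, TS + XT-1 or TS + XT-2 (adjusted p = 0.834, 0.552 and 0.806, limma), and with median-of-ratios scaling its limma adjusted p = 0.0259. The direction of the NRF2 targets turned higher with a minimum mean of 1 (adjusted p = 0.822, limma) and without NT-1 or TS + XT-1 (adjusted p = 0.299 and 0.552, limma). With 1 library left out, the limma adjusted p ranged from 3.71e-06 to 0.00103 for the proteasome, 5.49e-06 to 0.422 for the respiratory chain (highest without TS + XT-2), 2.86e-09 to 0.00065 for the chemokines, 3.38e-05 to 0.834 for the cell cycle (lowest without TS + XT-3, toward higher values) and 0.299 to 0.578 for NRF2 targets. Over all alternatives under camera, the limma adjusted p reached 0.926 for the cell cycle and 0.947 for NRF2 targets, and 3.72e-08 for the proteasome and 6.69e-08 for the respiratory chain. Without pseudogenes and interacting proteins, the limma adjusted p was 0.000483 for the proteasome and 0.0246 for the respiratory chain under camera. The proteasome and chemokine sets kept their direction and their side of 0.05 under camera in every alternative run.

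The median ratio to NT over Supplementary Table S1 was 1.608 when all identifiers of a gene were summed, which adds MICA and changes LSM2, and 3.733 with median-of-ratios scaling, and that over Table S3 was 2.252 with this scaling. With 1 library left out, the medians ranged from 1.95 to 2.017 for Table S1, 0.227 to 0.4097 for Table S2, 1.64 to 1.838 for Table S3 and 0.134 to 0.2315 for Table S4. Among the single genes, the log2 fold change of EN1 changed sign with the covariate (0.07), and those of COQ3 (0.25) and POR (0.35) with median-of-ratios scaling. A minimum mean of 1 and the fit without a filter gave no value for some of the named genes, which were not in those fits. The other changes of single genes over all alternatives were 58 weaker and 21 stronger, and 737 values kept their direction and their side of the threshold. The tables carry no sequencing depth. In TS + XT-3, for which the paper gives 4981933 human reads against 12929650 and 15627560 in the other TS + XT libraries, human genes of a few TPM are the least certain.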

Differences from the paper's values

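The ratios below are to NT and refer to TS + XT unless stated otherwise, and the paper's values are those of Supplementary Tables S1 to S4. For H2BC17, the paper's ratio is 4.51 and the one here 3.0. Of the alternatives set before the data were examined, only median-of-ratios scaling closed the gap (5.599), and leaving out any 1 library gave 3.0 as well. For RHOV, the paper's ratio is 1.76 and the one here 3.0, and the gap closed without NT-1 (2.0), without NT-3 (2.0) and with median-of-ratios scaling (5.691), but not without a TS + XT library, and no ratio could be computed without NT-2. For PNPLA3, the paper's ratio is 0.46 and the one here 0.75. The gap closed without NT-1 or NT-2 (0.6667 each) and with median-of-ratios scaling (1.41), but not without NT-3 or a TS + XT library. For ZNF471, the paper's ratio is 0.57 and the one here 1.0, and only median-of-ratios scaling closed the gap (1.866). For RHOV, PNPLA3 and ZNF471, the value with median-of-ratios scaling lay farther from the paper's, and the gap closed only because the SD over the libraries was wide (4.18, 1.03 and 1.37).

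For other genes the paper gives a ratio above 0 where the treated libraries are listed at 0 here, so that the ratio is 0.0. The paper's ratios are 0.24 for H3P16 in XT, 0.43 and 0.08 for AGER in TS and XT, 0.51, 0.32 and 0.09 for HOXD12 in TS, XT and TS + XT, and 0.45, 0.37 and 0.19 for ABCA11P in TS, XT and TS + XT. They are 0.35 and 0.19 for EEF1A1P29 in TS and TS + XT, and in TS + XT 0.13 for CD22, 0.14 for VTA1P1, 0.15 for MSR1, 0.23 for GUSBP2 and 0.23 for CTLA4. The alternatives set before the data were examined that gave a ratio also gave 0.0, since they start from the same values of 0, so they cannot test these gaps. A value listed at 0 can have been anything below 0.5, so 0.0 is not an exact ratio. The paper's ratios for these genes, and for H2BC17, RHOV, PNPLA3 and ZNF471, all lie within what rounding to whole numbers allows, a check chosen after seeing the values.

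The paper lists 8 mouse genes as higher in TS + XT at an unadjusted p under 0.01, and limma gave 15. The gap closed with the paper's own per-gene test (10), with the replicate number as a block (9), without NT-2 (11) and without NT-3 (8). It did not close with a pseudocount of 0.1 (22), a minimum mean of 1 (13), no filter (17), all 12 libraries in the fit (22), median-of-ratios scaling (28), quality weights (32), the covariate (24), or without NT-1 (13), TS + XT-1 (24), TS + XT-2 (100) or TS + XT-3 (26), nor with genes of no spread left out (15), an alternative chosen after seeing the data.

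The paper calls all of its named genes changed at an unadjusted p under 0.01, and limma gave 4 of the 27 named human and 4 of the 19 named mouse genes. The paper's own per-gene test on the deposited values gave all 19 mouse genes and 12 human genes, which were AKR1A1, COQ3, CXCL1, CXCL2, MTCL1, NUBPL, POR, PSMC4, PSMD13, SATB1, TFCP2L1 and ZNF624. Quality weights gave these 12 and CCDC159, DMGDH, DNAH1 and H2BC17. Among the human genes that limma did not give, MTCL1 was reached with all 12 libraries in the fit, without TS + XT-1 and without TS + XT-3, TFCP2L1 with all 12 libraries, with median-of-ratios scaling and without TS + XT-3, SATB1 without TS + XT-3, DNAH1 without TS + XT-1 and HOXD12 without NT-1. Of the mouse genes, Enho and Myh10 were reached with a pseudocount of 0.1, with all 12 libraries, with median-of-ratios scaling, with quality weights and without TS + XT-1. With the covariate Enho and Ndufs1 were reached, with all 12 libraries also Ndufs1, without TS + XT-2 Cherp, and without TS + XT-3 Cherp, Ndufs1 and Sema3a. None of the settings run gave PRIMPOL, EN1 or ZNF471.

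The paper describes MICA, TMEM106A, ATP23, TBR1, CCDC38, MORF4 and TMEM132B as changed, and under the paper's identifiers these genes are listed at 0 here in all NT and TS + XT libraries. When all identifiers of MICA were summed, an alternative set before the data were examined, its ratio was 0.6 against the paper's 1.95, and 1.4 against the paper's 2.4 in TS. For HLA-DQA1, also listed at 0 under the paper's identifier, the sum gave 0.3333 against the paper's 0.0, and 2.0 against the paper's 0.0 in XT. The paper cites Spon2 among the induced host genes in its discussion, where it also lists Spon2 among the repressed ones. The paper's results and Supplementary Table S4 give Spon2 as lower. The log2 fold change of Spon2 here, -1.45, has the direction of that table.

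The paper describes strong correlation within groups and a stepwise decrease between groups from NT and TS to XT and TS + XT. The mean r here was 0.863 within and 0.87 between groups for human genes, and 0.871 and 0.861 for mouse genes. Without TS + XT-3 these means were 0.946 within and 0.945 between groups for human genes, and 0.93 and 0.93 for mouse genes. The mean r with NT did fall in the order TS, XT and TS + XT, from 0.961 to 0.957 and 0.801 for human genes and from 0.973 to 0.929 and 0.797 for mouse genes. Without TS + XT-3 that of TS + XT was 0.953 and 0.93, within the spread between libraries of XT. The human step from TS to XT turned around without NT-1 (0.959 and 0.964), TS-1, TS-2 or XT-2. The human means of TS and XT were equal without NT-3 or XT-1, and their order held without any other library.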

Other observations

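The tests of explanations in this part and the counts of splits were chosen after the results were seen, whereas the comparison of TS + XT with XT was not.

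The 6 libraries of each comparison can be divided into 3 and 3 in 10 ways, so that no count of genes can stand out at a share under 0.05, and these tests cannot separate a treatment from other differences between tumors. For human TS + XT against NT, 5 of the 10 splits gave as many genes at an unadjusted p under 0.01 and 3 of the 10 as many at an adjusted p under 0.05. For human XT against NT these were 8 and 9 of the 10 splits, for human TS against NT 5 and 4, and for human TS + XT against XT 8 and 10. For mouse TS + XT against NT 6 and 10 of the 10 splits gave as many genes, for mouse XT against NT 10 and 10, for mouse TS against NT 6 and 2, and for mouse TS + XT against XT 8 and 10. If the replicate numbers pair the mouse XT and NT libraries, 4 of the 10 splits part all 3 pairs. At an unadjusted p under 0.01 the real one gave 32 genes, the fewest of these 4, and the other 6 splits gave between 53 and 264. Where 10 of the splits gave as many genes at an adjusted p under 0.05, the count itself was 0.

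TS + XT and XT were collected on the same day after the same irradiation, a comparison for which the paper gives no gene list. The human table gave 46 genes at an unadjusted p under 0.01 (6 higher and 40 lower, or 21 and 29 with the mouse percentage as a covariate), where a uniform p would give 156, and 0 after limma's adjustment, with 135 at an unadjusted p under 0.05. The mouse table gave 25 (6 higher and 19 lower, but 16 and 9 with that covariate and 20 and 14 without TS + XT-3), and 0 after adjustment, with 0.945% of the genes at an unadjusted p under 0.05. The 3 TS + XT values lay beyond the 3 XT values in 674 human genes (4.3%), where chance gives 10% without ties and 6.39% with the tied values of these libraries. Without TS + XT-1 the human counts were 238 and 114, and the adjusted count was 67 without XT-2 and 46 without TS + XT-3. In simulated NT and TS groups without any change, human fits with 1 library left out called between 130 and 155 genes.

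LSM2 is listed under 2 identifiers. The identifier of Supplementary Table S1 had a ratio of TS + XT to NT of 2.154, the other one 0.9337, and their sum 1.099. A candidate explanation is that reads were divided between copies of the gene in shares that differ between libraries. It rests on TS + XT-3, since without that library the ratio of the other identifier was 1.175 and that of the sum 1.305, so it cannot be told apart from a rise of the gene. DUSP14 and TIGD5 also have 2 identifiers each, which moved apart, and which were chosen after their values were seen. DUSP14 was listed at 14, 18 and 15 TPM in NT and at 7, 4 and 0 in TS + XT under the identifier of Supplementary Table S2, and at 10, 14 and 14 and then 21, 25 and 4 under the other. TIGD5 was listed at 6, 6 and 8 and then 0, 2 and 2 under the identifier of that table, and at 0, 0 and 0 and then 5, 4 and 0 under the other. A biological explanation was not tested.

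Mouse genes of Supplementary Tables S3 and S4 may also hold reads of human origin. Over the 6 TS and XT libraries, 22 of them with a human gene of the same name had a median r of 0.382 with that gene scaled by the ratio of human to mouse reads, and -0.0506 with other human genes (one-sided permutation p = 0.004). Of these genes, 6 had an r over 0.8, among them Setd1a, Sema3a, Ank1 and Kat5. An r under 0 was seen for 5, among them Slc39a3, Ddit3, Msh6 and Terf1. Over 11 libraries the medians were 0.579 and 0.157 (one-sided permutation p = 0.0001). The genes were chosen by the paper for the difference in question, and a gene that responds alike in tumor and host would give the same relation, so the explanations cannot be told apart.

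The median log2 fold change of the better-expressed human genes between TS + XT and NT, -0.65, was -0.58 when the 10 highest genes of each library were left out of its total and -0.50 when the 100 highest were. Between the NT libraries, each against the other 2, this median lay between -0.10 and 0.07 with the 10 highest left out. A candidate explanation is that a few very high genes lower the others through the scaling of TPM. Most of the fall lies in TS + XT-3. With the 10 highest left out, the median against NT was 0.10 in TS + XT-1, -0.22 in TS + XT-2, which is also below the NT range, and -1.63 in TS + XT-3, and it was -0.06, within the NT range, without TS + XT-3. A test that rests on 1 library excludes nothing, so this explanation cannot be told apart from a fall of many genes. Median-of-ratios scaling brought the median to -0.07, which it does by construction, so a rise of many high genes cannot be told apart from it either. A biological explanation was not tested.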
